# Antitumor activity of (*R,R’*)-4-methoxy-1-naphthylfenoterol in a rat C6 glioma xenograft model in the mouse

**DOI:** 10.1002/prp2.10

**Published:** 2013-12-05

**Authors:** Michel Bernier, Rajib K Paul, Katina S S Dossou, Artur Wnorowski, Anuradha Ramamoorthy, Arnaud Paris, Ruin Moaddel, Jean-François Cloix, Irving W Wainer

**Keywords:** (*R,R’*)-4-methoxy-1-naphthylfenoterol, cannabinoid receptor, glioma cell line, immunoblot analysis, microarray analysis, tumor growth, xenotransplanted tumor model

## Abstract

(*R,R’*)-4-methoxy-1-naphthylfenoterol (MNF) inhibits cancer cell proliferation in vitro through cell-type specific modulation of β2-adrenergic receptor and/or cannabinoid receptor function. Here, we report an investigation into antitumor activity of MNF in rat C6 glioma cells. The potent antiproliferative action of MNF in these cells (IC_50_ of ∼1 nmol/L) was refractory to pharmacological inhibition of β2-adrenergic receptor while a synthetic inverse agonist of cannabinoid receptor 1 significantly blocked MNF activity. The antitumor activity of MNF was then assessed in a C6 glioblastoma xenograft model in mice. Three days after subcutaneous implantation of C6 cells into the lower flank of nude mice, these animals were subjected to i.p. injections of saline or MNF (2 mg/kg) for 19 days and tumor volumes were measured over the course of the experiment. Gene expression analysis, quantitative RT-PCR and immunoblot assays were performed on the tumors after treatment. Significant reduction in mean tumor volumes was observed in mice receiving MNF when compared with the saline-treated group. We identified clusters in expression of genes involved in cellular proliferation, as well as molecular markers for glioblastoma that were significantly downregulated in tumors of MNF-treated mice as compared to saline-injected controls. The efficacy of MNF against C6 glioma cell proliferation in vivo and in vitro was accompanied by marked reduction in the expression of cell cycle regulator proteins. This study is the first demonstration of MNF-dependent chemoprevention of a glioblastoma xenograft model and may offer a potential mechanism for its anticancer action in vivo.

## Introduction

Brain glioma tumors are often lethal in human. A combination of surgery, radiation, and chemotherapy is the standard first-line therapy; however, these approaches have not significantly improved patient survival (Stupp et al. 2006) as many anticancer agents fail to cross the blood–brain barrier and/or are effluxed by ABC transporters (Agarwal et al. 2011; Haar et al. 2012). The poor outcome in treating glioma brain cancer is caused largely by various mechanisms of drug resistance and proinflammatory signaling, including increased angiogenesis, creation of a hypoxic environment, cancer stem cells, and changes in expression of microRNAs (Haar et al. 2012; Heinrich et al. 2012). The complexity of this disease necessitates the development of new therapeutic agents and strategies.

The β2-adrenergic receptor (β2-AR) has a key role in angiogenesis (Ciccarelli et al. 2011) and promotion of malignant tumor growth (Thaker et al. 2006; Wong et al. 2007), and β2-AR overexpression is frequently found in biopsies from human glioblastoma and brain tumor-associated vasculature, which is consistent with a role for β2-AR signaling during tumor vascularization (Annabi et al. 2009; Sardi et al. 2013). In addition, recent studies have demonstrated that selective β2-AR agonists impair the growth of glioma and astrocytoma cell lines through the direct stimulation of cAMP and/or associated pathways (Toll et al. 2011). Thus, the β2-AR appears to be an important new therapeutic target in the treatment of glioblastomas.

(*R,R’*)-4-methoxy-1-naphthylfenoterol (MNF) is a selective β2-AR agonist with a ∼600-fold higher affinity relative to the β1-AR and stimulates cAMP production (Jozwiak et al. 2010). We have previously characterized the antiproliferative effect of MNF in 1321N1 astrocytomas cells and demonstrated that this activity is a result of increased intracellular cAMP concentrations (Toll et al. 2011). However, when the activity of MNF, its parent compound, (*R,R’*)-fenoterol (Fen), and the prototypical β-agonist isoproterenol were tested on human HepG2 hepatocarcinoma cells, no cAMP accumulation was observed despite the detection of β2-AR (Paul et al. 2012). MNF treatment led to potent inhibition of HepG2 cell proliferation and survival while Fen and isoproterenol promoted proliferation in these cells (Paul et al. 2012). Further investigation showed the involvement of cannabinoid (CB) receptor activation in the proapoptotic action of MNF. Interestingly, the propensity of β2-AR to interact with CB receptors (Hudson et al. 2010) and other components of cellular membranes has been suggested as the source of functional differences in β2-AR signaling (Audet and Bouvier 2008).

C6 glioma is a chemically induced rat glial brain tumor cell line that possesses both β2-AR (Danner and Lohse 1997; Prenner et al. 2007) and CB receptors (Galve-Roperh et al. 2000). β-AR agonism with isoproterenol stimulates rat C6 glioma cell proliferation (Lung et al. 2005). In contrast, cannabinoids trigger apoptosis via a pathway involving CB receptor activation in C6 cells (Galve-Roperh et al. 2000; Jacobsson et al. 2001). Local administration of a synthetic CB_2_ agonist to immunocompromised mice induces regression of tumor generated by inoculation of C6 glioma cells (Sanchez et al. 2001). The growth-inhibiting actions of cannabinoids have been observed on different types of established tumor cell lines and primary cultures derived from biopsied tumor tissues, which include gliomas (Velasco et al. 2007). These data formed the basis for the use of MNF in the C6 glioblastoma model.

In this study we investigated, first, the efficacy of MNF as anti-tumor agent through modulation of β2-AR and CB receptor function in intact cells. Then, to address the importance of the cancer chemopreventive activity of MNF in vivo, we tested whether MNF administration affected tumor progression of a rat C6 glioma xenograft model in female athymic mice. Another aim of the study was to perform gene expression profiling to identify MNF target genes in order to provide a mechanistic framework for the exploration of MNF as a novel therapeutic agent for glioma tumors. Finally, because the tumor microenvironment influences how cancer cells respond to therapy (Heinrich et al. 2012; Sun et al. 2012; Curtis et al. 2013; Hayata et al. 2013), we determined whether addition of MNF to rat C6 glioma cells in culture replicated the alteration in proliferative gene expression observed in vivo.

## Materials and Methods

### Materials

(*R,R’*)-4-methoxy-1-naphthylfenoterol (MNF), and (*R,R’*)-fenoterol (Fen) were synthesized as described previously (Jozwiak et al. 2007). Dulbecco's modified Eagle Medium (DMEM), DMEM/Ham's nutrient mixture F12 (DMEM:F12, 1:1), trypsin solution, phosphate-buffered saline (PBS), fetal bovine serum (FBS), 100× solution of l-glutamine (200 mmol/L), and penicillin/streptomycin (a mixture of 10,000 units/mL penicillin and 10,000 μg/mL streptomycin) were obtained from Quality Biological (Gaithersburg, MD). The radioligands [^3^H]-Win55,212-2 (40.9 mCi/mmol) and [^3^H]-CP55,940 (144 mCi/mmol) were purchased from PerkinElmer Life Science (Boston, MA). AM251, AM630 and isoproterenol were obtained from Sigma-Aldrich (St. Louis, MO).

### Cell culture

The rat-derived C6 glioma cell line was obtained from the American Type Culture Collection (Manassas, VA). The cells were routinely maintained in DMEM supplemented with l-glutamine, 1% penicillin/streptomycin solution, and 10% FBS. CHO cells stably expressing CB1 receptors or CB2 receptors (Dossou et al. 2013) were maintained in DMEM:F12 (1:1) supplemented with l-glutamine, 2.44 g/L sodium bicarbonate, penicillin/streptomycin, and 10% FBS. All cell lines were cultured in a humidified CO_2_ incubator at 37°C.

### ^3^H-thymidine incorporation

C6 glioma cells were seeded in 24-well plates at ∼2 × 10^4^ cells/well and incubated for 24 h. Medium was replaced with serum-free DMEM and incubated with various concentrations of MNF for 24 h. Radiolabeled thymidine (10 Ci/mmol; PerkinElmer Life and Analytical Sciences, Waltham, MA) was added at 1 μCi per well for 16 h and its incorporation into DNA was then measured according to the protocol used by Paul et al. (2012). Each treatment group was performed in triplicate and two to three independent experiments were carried out.

### CB receptor ligand internalization assay

CHO cells expressing either CB1 receptors or CB2 receptors were seeded in 96-well plates at a density of ∼2 × 10^4^ cells/well for 24 h. Medium was removed and replaced with serum-free DMEM:F12 (1:1) and pretreated with increasing concentrations of MNF (0.1 nmol/L–10 μmol/L) for 1 h followed by the addition of the radioligand tracer, [^3^H]-Win55-212-2 (10 nmol/L) or [^3^H]-CP55,940 (2 nmol/L) for the determination of CB1 receptor and CB2 receptor internalization, respectively. One hour later, cells were washed twice in PBS and then lysed by the addition of 100 μL of 1.0 N NaOH. The cell-associated radioactivity was measured by liquid scintillation counting.

### Rat C6 tumor xenograft in mice

In order to assess the ability of MNF to induce regression of tumor growth in vivo, rat C6 glioma cells were trypsin-collected at confluency and were used to generate tumor xenografts. Athymic female nude mice (SWISS nu^+^/nu^+^) were obtained from Charles Rivers (L'Arbresle, France) and maintained under pathogen-free conditions with a 12 h light/12 h dark cycle. Animals were fed ad libitum with normal chow. Athymic nude mice were inoculated subcutaneously with 100 μL of culture medium containing 0.5 × 10^6^ C6 glioma cells in the left flank and then were randomly divided into two groups of 10 animals each. Starting 3 days after cell inoculation, mice received daily intraperitoneal injection (10 μL g^−1^ bw) of vehicle or MNF (2 mg kg^−1^) in 100 μmol/L ascorbic acid in saline (vehicle) 5 days a week for 19 days. Animal survival was monitored daily, and tumor size was determined with the use of a caliper to measure the length (a) and width (b) and estimated as 4/3π × rl^2^ × r^2^, where rl is the smaller and r^2^ the larger radius. The mice were monitored up to 19 days after MNF injection or euthanized earlier if the tumor size was superior to 2 cm^3^ or the mouse was lethargic, sick and unable to feed, which caused the body weight to drop below 20% of initial weight. The mice were euthanized by cervical extension, and tumor masses were removed, weighed, and washed with cold PBS before being snap frozen in liquid nitrogen. A second set of experiment with eight to nine animals in both groups was repeated. All protocols were approved by the local research ethics committee with the agreement number CLO 2009-012, and were in accordance with the European Community Council Directive of 24 November 1986 (86/609/ECC).

### Determination of MNF levels in C6 glioma tumors

The methodology can be found in Data S1.

### Analysis of gene expression in rat C6 glioma xenografts

Total RNA was isolated from rat C6 glioma xenografts harvested from vehicle and MNF-treated mice (*n* = 3 per group, cohort 1). This analysis was repeated in a second cohort of animals (*n* = 3 per group, cohort 2). Total cellular RNA was extracted using an RNeasy plus mini kit (Qiagen, Valencia, CA), and then hybridized to Illumina's Sentrix Rat Ref-12 Expression BeadChips (Illumina, San Diego, CA). Raw data were subjected to Z-normalization, as described elsewhere (Cheadle et al. 2003; Lee et al. 2012). The raw data file and the filtered, normalized results are available online in the Gene Expression Omnibus, Accession Number GSE45307 (http://www.ncbi.nlm.nih.go/geo/query/acc.cgi?acc=GSE45307). Additional information can be found in the Supplemental information.

### Total RNA extraction, cDNA synthesis and quantitative RT-PCR analysis

Total RNA (including the DNase treatment step) was isolated from frozen tumor tissues using the RNeasy mini kit (Qiagen, Valencia, CA). RNA concentration and quality was measured using the NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE). Subsequently, 2 μg total RNA was reverse-transcribed to cDNA using the qScript™ cDNA SuperMix (Quanta Biosciences, Gaithersburg, MD). Quantitative RT-PCR (qRT-PCR) reactions were performed to validate the expression of six genes that were selected from the microarray analysis. The reactions were carried out with SYBR® Green PCR master mix on an ABI Prism 7300 sequence detection system (Applied Biosystems) using commercially available target probes for *Sox4*, *Olig1*, *Galnt3*, *Cdkn3*, *Ccna2*, and *Bub1b* (PrimeTime qPCR Assays and Primers, IDT DNA Technologies, Coralville, IA). The genes and the catalog numbers used in this study are listed in Table S1. The data was analyzed using the 2^−ΔΔCt^ method with *Gapdh* and vehicle-treated tumors as internal controls. Controls consisting of reaction mixture without cDNA were negative in all runs.

### Western blot analysis

Frozen tumor tissues and rat C6 glioma cells were lysed with radioimmune precipitation buffer containing EGTA and EDTA (Boston BioProducts, Ashland, MA) supplemented with a phosphatase inhibitor cocktail (EMB-Calbiochem), and protease inhibitor cocktail (Sigma-Aldrich), according to standard protocols. Equal amounts of protein from the clarified lysates were separated by SDS-polyacrylamide gel electrophoresis under reducing conditions (Invitrogen, Carlsbad, CA), and electrotransferred onto polyvinylidene difluoride membranes using the iBlot system (Invitrogen). Western blots were performed according to standard methods, which involved blocking the membrane in 5% nonfat milk, followed by sequential incubation method with the primary antibody of interest and secondary antibody conjugated with the enzyme horseradish peroxidase (Paul et al. 2012). The detection of immunoreactive bands was performed by chemiluminescence using the ECL Plus Western Blotting Detection System (GE Healthcare, Piscataway, NJ). Quantitation of the protein bands was done by volume densitometry using ImageJ software (National Institutes of Health, Bethesda, MD). Primary antibodies used in this study were raised against cyclin A (sc-751, 1:500 dilution; Santa Cruz Biotechnology, Inc., Santa Cruz, CA), cyclin D1 (sc-8396; 1:500 dilution; Santa Cruz), caspase 3 (sc7148, 1:500, Santa Cruz), and β-actin (mouse; 1:10,000 dilution; Abcam, Cambridge, MA). Detection of Hsp90 with a monoclonal antibody (1:1000; Santa Cruz) was carried out to control for equal protein loading.

### Statistical analysis

Western blot data from both sets of tumor tissues were analyzed together. The Shapiro-Wilk test was used to assess if the values (protein expression levels) followed a Gaussian distribution (Shapiro and Wilk 1965). Outliers were removed from further analysis as they were preventing the population to pass the normality test. The results from rat C6 cells in culture were analyzed using the Student *t*-test. Repeated two-way analysis of variance (ANOVA) was used to compare induction of changes as a function of time. Data were expressed as means ± standard error of the mean (SEM) and were considered significant when the *P*-value was less than 0.05.

## Results

### MNF reduces tumor cell proliferation

When cell proliferation assay was performed using the rat C6 glioma cell line, a potent growth inhibition was observed in response to MNF with a IC_50_ of ∼1.0 nmol/L (Fig. 1A). The effect of the β-AR agonists isoproterenol and Fen on cell proliferation was compared to that of MNF in the absence and presence of the selective β_2_-AR blocker, ICI-118,551 (Fig. 1B). Both isoproterenol and Fen elicited weak 10–15% inhibition of C6 cell growth when used at 20 nmol/L, and the same concentration of MNF caused a significant 54.3 ± 1.2% reduction in mitogenesis (*n* = 4, *P* < 0.001). The addition of ICI-118,551 did not block the antiproliferative effect of MNF while impeding isoproterenol and Fen signaling (Fig. 1B). As indicated earlier, C6 glioma cells express both β_2_-AR and CB receptors, and the cellular actions of MNF have been reported to implicate CB receptor activity (Paul et al. 2012). Inhibition of CB1 receptors by the inverse agonist AM251 dose-dependently blocked the antiproliferative response of MNF in C6 glioma cells. In the absence of AM251, MNF reduced thymidine incorporation by more than 52.6% (*P* = 0.002) as opposed to a 28.2% (*P* = 0.011) and 16.5% (*P* = 0.159, NS) reduction when cells were pretreated with 0.5 and 1 μmol/L AM251, respectively (Fig. 1C). In contrast, inhibition of CB2 receptors with the inverse agonist AM630 had minimal effect, suggesting that the antiproliferative action of MNF occured in large part through CB1 receptor activation. Of note, a coincident change in cell morphology and nuclear condensation was observed in MNF-treated C6 glioma cells, consistent with apoptosis (Fig. 1D). Induction of apoptosis was independently confirmed by the significant reduction in procaspase-3 levels in MNF-treated cells (Fig. 1E).

**Figure 1:**
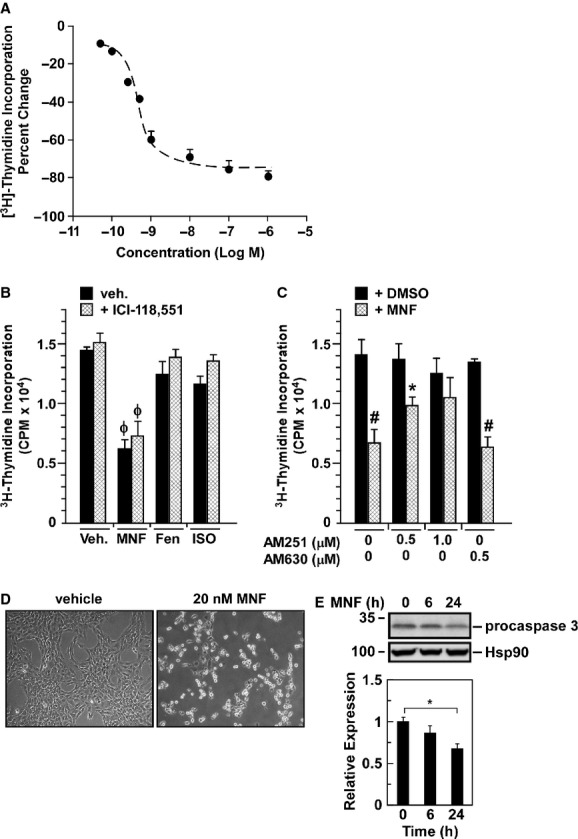
MNF reduces proliferation of rat C6 glioma cell line. A, Cell proliferation assay was performed in rat C6 glioma cells maintained in serum-free medium and treated with increasing concentrations of MNF for 24 h followed by the addition of [^3^H]-thymidine for 16 h (see Materials and Methods for further details). Data show the average ± SEM of 4 independent experiments, each performed in triplicate wells. B, C6 glioma cells in serum-free medium were pretreated without or with the selective β2-AR blocker ICI-118,551 (3 nmol/L) for 30 min followed by the addition of vehicle or 20 nmol/L of MNF, (*R,R’*)-fenoterol (Fen) or isoproterenol (ISO) for 24 h. C, C6 glioma cells were pretreated without or with the cannabinoid receptor inverse agonists AM251 (0.5 and 1 μmol/L) and AM630 (0.5 μmol/L) for 30 min followed by the addition of vehicle or 20 nmol/L of MNF for 24 h. B and C, [^3^H]-thymidine incorporation was determined after 16 h incubation. Bars represent the average ± SD of a single experiment performed in triplicate wells. Similar results were obtained in 2–3 independent experiments. *, *P* < 0.05; #, *P* < 0.01; ϕ, *P* < 0.001 versus DMSO controls. D, Changes in cell morphology were observed for C6 cells incubated with 20 nmol/L MNF for 48 h. E, C6 glioma cells were incubated with 20 nmol/L MNF for 6 and 24 h after which lysates were prepared and immunoblotted for procaspase 3. Membranes were reprobed for Hsp90, which served as a loading control. Upper panel, representative blots; lower panel, densitometric quantification of propcaspase 3 normalized to Hsp90, with the values in vehicle-treated cells set at 1.0. Bars represent means ± SEM from three independent experiments. *, *P* < 0.05.

We have recently reported a plate-based assay that measures internalization of radiolabeled agonists for CB1 and CB2 receptors in intact CHO cells (Dossou et al. 2013). Consistent with our hypothesis, MNF was found to selectively block internalization of the CB1 receptor agonist, Win55-212-2, with an IC_50_ of 101 nmol/L (Fig. 2A). In contrast, cellular uptake of the CB2 receptor agonist, CP55-940, was refractory to MNF pretreatment in CHO/CB2 receptor cells (Fig. 2B). Thus, MNF interaction with CB1 receptor interfered, at least in part, with the binding and intracellular accumulation of a CB1 receptor agonist in CHO cells.

**Figure 2:**
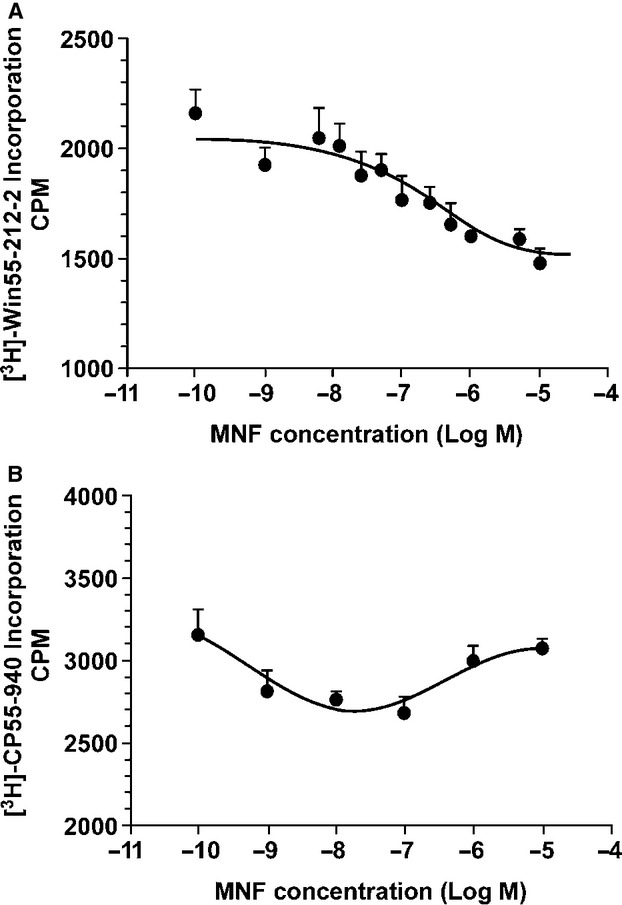
MNF exerts activity at the CB1 receptor. A, Internalization of radiolabeled CB1 receptor agonist, [^3^H]-Win55-212-2, was carried out in CHO cells stably expressing CB1 receptors. Results are presented as average ± SEM (*n* = 6) with r^2^ of 0.9025. B, Internalization of radiolabeled CB2 receptor agonist, [^3^H]-CP55-940, was carried out in CHO cells stably expressing CB2 receptors. Results are presented as average ± SEM (*n* = 6).

### MNF reduces tumor growth in vivo in a rat C6 glioma xenograft model

To test whether MNF might have a therapeutic effect in vivo, a rat C6 glioma xenograft model was developed in immune-deficient mice. Tumor-bearing female nude mice were treated intraperitoneally with MNF for 19 days. A modest but significant reduction in tumor volume was observed in MNF-treated animals compared with the vehicle-treated group (*P* = 0.008; Fig. 3A). These experiments were performed in a second independent cohort of mice, and showed similar results (see Fig. 3B for combined results). Tumors were excised after the last day of treatment and snap frozen in liquid nitrogen for subsequent analyses.

**Figure 3:**
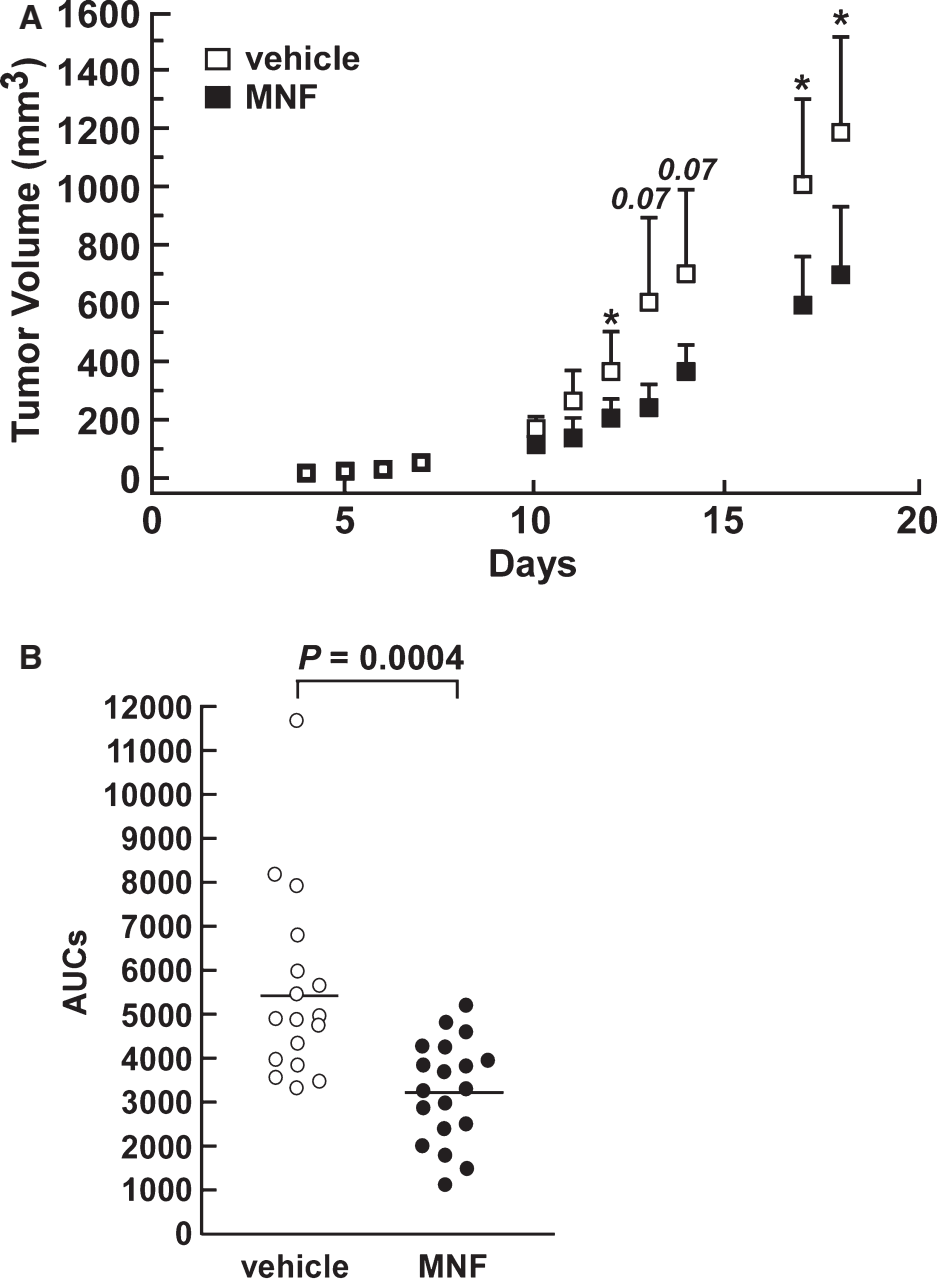
MNF reduces tumor growth in vivo in a rat C6 glioma xenograft model. C6 tumor-bearing female nude mice were assigned randomly to either the vehicle or the MNF group. Treatment was given by injecting either 2 mg/kg MNF or citrate in PBS five days a week for 18 days. Tumor volume was monitored daily and mice were sacrificed on the day after the last treatment. A, Tumor volume over time is shown for MNF-treated animals (*n* = 9) compared with vehicle-treated controls (*n* = 8). Data points represent the means ± SD. *, *P* < 0.05. Similar results were obtained in a second cohort of animals. B, Individual AUCs from the two cohorts of animals are depicted. The average AUC ± SEM for the vehicle and MNF group was 5450 ± 518 (*n* = 17) and 3217 ± 265 (*n* = 19), respectively. The *P*-value presented is for a two-tailed Student's *t*-test.

### Determination of MNF levels in vivo

At the completion of the study, the tumors from the MNF-treated animals were assayed for the tissue concentrations of MNF. The results indicated that significant concentrations of MNF accumulated in the tumor tissues, 141.0 ± 52.5 ng/mL per g tissue (cohort 1, *n* = 9) and 214.4 ± 65.5 ng/mL per g tissue (cohort 2, *n* = 7), demonstrating that systemically administered MNF reaches the proposed therapeutic target.

### MNF alters gene expression profiling in C6 glioma xenografts

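C6 tumors, grown in nude mice from a rat glioma cell line, were profiled on 12 Illumina RatRef-12 arrays, 1 per tumor. Of the tumors, 6 came from mice given MNF at 2 mg/kg and 6 from mice given vehicle, with 3 of each in each of 2 cohorts. The methods and sample labels give 19 days of treatment and ascorbic acid in saline as vehicle, and the legend of Fig. 3 gives 18 days and citrate in PBS. Skeletal muscle transcripts varied widely between the tumors. The mean of Acta1, Myl1 and Tnnc2, which encode actin, a myosin light chain and a troponin of muscle fibers, spanned 7.42 log2 units over the 12 arrays and was 1.83 higher on average in MNF-treated tumors (exact permutation test within cohort, two-sided, p = 0.12).

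The authors summarized each array as 1 signal intensity and 1 detection p-value for each of 22517 probes, of which 13259 carry 1 gene symbol, 0 several and 9258 none here. Mean signal per array was 500.4 to 858 (median 715) in the MNF group and 708 to 1062 (median 862) in the vehicle group. Probes detected at a p under 0.02 numbered 8733 to 9562 (median 9103.5) with MNF and 8849 to 9457 (median 9262) with vehicle. The 7677 probes detected on every array were kept, and their log2 signals were Z-normalized on each array and returned to log2 units. With 1 probe per gene, 7620 genes and unnamed probes were tested with limma, with cohort as a covariate. Every log2 change is MNF minus vehicle, and the number of arrays limits its precision. Arrays of the same cohort correlated at a mean r of 0.977 across probes (30 pairs), and arrays of different cohorts at 0.975 (36 pairs).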

Global gene expression profiling by microarray analysis was then performed to identify groups of genes in C6 glioma xenografts whose expression was altered upon MNF treatment as compared to tumor-bearing vehicle-treated mice. Six independent biological samples from two cohorts of animals were used in each group. 

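Hspa5, the main chaperone of the endoplasmic reticulum, had a log2 change of 0.38 (standard error 0.075) with MNF (n = 6 tumors per group). Sqstm1, an autophagy receptor, had 0.47 (standard error 0.13), and Ppp1r15a, a phosphatase subunit of the stress response, had 0.35 (standard error 0.10). Pkm, a pyruvate kinase, had 0.88 (standard error 0.24), and its signal in MNF-treated tumor 5 stood apart from the other 5. These are among the 10 named genes with the smallest p on the higher side, with Epn1, Agap3, Use1, Arid5a, Nolc1 and Gstk1 at 0.29 to 0.65. Pkm, Epn1, Agap3 and Arid5a had low signals, at -2.35 to -1.61 in vehicle-treated tumors (Z-normalized log2 signal), far below the array mean. Whether background or the lower mean signal of the MNF arrays adds to their changes was not tested. On the lower side, H2ax, a histone variant of the DNA damage response, had -0.56 (standard error 0.11), Ebp, an enzyme of cholesterol synthesis, had -0.42 (standard error 0.094), and Galnt2, which starts O-glycosylation, had -0.44 (standard error 0.11). Abcb9, Nipsnap3b, Mtdh, Hist1h2bd and Nudt5, at -0.45 to -0.37, belong to the same 10 genes, as do Galnt3 and Cdkn3. Signals of Abcb9 in MNF-treated tumor 4 and of Mtdh in MNF-treated tumor 5 stood apart from their group. Probes with no symbol here had smaller p values than the last of the named genes, 9 on the higher side and 5 on the lower.

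None of these genes passed the test. At an adjusted p under 0.05 limma called 0 of 7620, and the smallest adjusted p was 0.499. At an unadjusted p under 0.05 there were 609, of which 245 were higher and 364 lower (59.8% lower), where chance gives about 381. With Z-normalization over all probes, as in the authors' deposited scores, 79.0% of 687 were lower. Leaving out MNF-treated tumor 5 brought the 609 to 371. Of 100 drawn splits of the tumors, the real one among them, 16 gave at least 609, so chance was not excluded. At the paper's thresholds, with its adjusted p read as limma's unadjusted p and its false discovery rate as limma's adjusted p, the count was 0, while 427 (161 higher, 266 lower) met the Z ratio and the unadjusted p alone. That 0 became 85 (28 higher, 57 lower) with array quality weights. It became 2 without MNF-treated tumor 1 (Galnt3 and an unnamed probe), 1 unnamed probe without MNF-treated tumor 6, and 2 without vehicle-treated tumor 5 (Olig1, and Gpx3, named after its value was seen). In each of these 4 settings 0 genes passed an adjusted p under 0.05.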

After normalization and processing of the microarray data, genes were considered as differentially expressed if they showed an absolute zratio of 1.5 or more between MNF and vehicle groups and had been assigned an adjusted *P*-value <0.05 and false discovery rate <0.3 (see Materials and Methods). Principal component analysis (PCA) revealed a discriminating pattern of significantly altered gene expression between MNF and vehicle groups (Fig. 4A). 

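In cohort 2 the MNF-treated tumors lay together on the first component and the vehicle-treated tumors lay apart from one another. MNF-treated tumors scored 7.87 to 10.7, vehicle-treated tumors 4 and 5 scored -24.4 and -14.5, and vehicle-treated tumor 6 scored 10.9. In cohort 1, MNF-treated tumors scored 29.4, -11.8 and 4.04, and vehicle-treated tumors -0.673, -7.59 and -13.4. On the second component of cohort 1 the groups did not overlap, with -0.646 to 14.6 for MNF and -11.3 to -1.24 for vehicle. On that of cohort 2 they overlapped. A separation on a single component was not tested against chance. The first 3 components held 53.5%, 16.4% and 14.1% of the variance in cohort 1, 45.1%, 22.1% and 14.8% in cohort 2, and 29.1%, 21.3% and 13.7% over both cohorts.

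Treatment accounted for 11.6% of the variance of all genes within cohorts, where chance gives 10%. Among the 400 arrangements of the treatment labels another gave as much as 20.6% (exact permutation test, p = 0.275). The share was 24.5% within cohort 1 (exact p = 0.3) and 26.5% within cohort 2 (exact p = 0.4). With 3 tumors against 3, such a test cannot go below 0.10.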

Computational analysis of the datasets derived from this experiment led to the identification of a number of cell cycle-associated GO terms, such as “DNA replication,” “Cell cycle” “Mitosis,” and “Cell division” that are likely involved in the control of tumor growth during MNF treatment (Table 1). 

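Genes of mitosis were lower as a group in MNF-treated tumors, with 31 of 32 measured members (of 48 listed) below 0 and a mean log2 change of -0.27. Tested against all other genes with camera, the list had an adjusted p = 2.26e-13 with a preset correlation and adjusted p = 0.519 with an estimated correlation. Its mean was 0.12 ± 0.10 (SD, n = 6) in MNF-treated and 0.39 ± 0.26 (SD, n = 6) in vehicle-treated tumors. Fbxo5, an inhibitor of the anaphase-promoting complex, had -0.48 (standard error 0.14), the cytokinesis kinesins Kif20a and Kif23 had -0.46 (standard error 0.15) and -0.44 (standard error 0.13), and the kinetochore protein Ndc80 had -0.44 (standard error 0.12). Cyclins, CDKs and E2F factors were also lower as a group, with 15 of 18 measured members (of 34 listed) below 0 and a mean of -0.14. For these camera gave an adjusted p = 0.00224 with a preset correlation and adjusted p = 0.519 with an estimated correlation. The mitotic kinase Cdk1 had -0.37 (standard error 0.15) and its partner Ccnb2 had -0.36 (standard error 0.14).

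**Figure D1:**
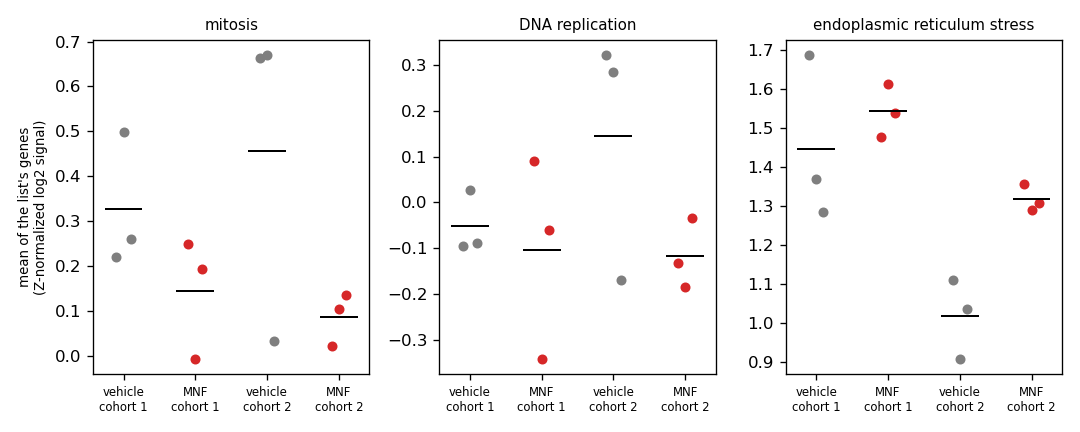
Mean Z-normalized log2 signal of the measured genes of the mitosis, DNA replication and endoplasmic reticulum stress lists on each array, by treatment and cohort (3 arrays each), where points are arrays and lines are group means. In cohort 2 all 3 MNF points of the stress list lie above the vehicle points. For mitosis and DNA replication the MNF and vehicle points overlap in both cohorts.

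By exact permutation of the treatment within cohort, the mitosis list gave p = 0.075 and the cyclin list p = 0.06 before adjustment. Adjusted over the lists, the exact permutation gave p = 0.394 for each. In limma 0 members of either list passed an adjusted p under 0.05. At an unadjusted p under 0.05, 15 mitosis genes and 4 cyclin genes were lower, and adjusted over the list alone 3 and 1 were. The muscle markers Myl1 and Tnnc2 were measured in the same tumors at 1.86 (standard error 0.79) and 1.97 (standard error 0.88). From the GO terms found in these arrays, the paper proposes that cell cycle processes take part in the control of tumor growth during MNF treatment (Table 1). It also reports less cyclin A and cyclin D1 protein in tumors and in cultured cells given MNF (Fig. 5). Those protein data were not used here.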

The analysis of the overrepresented GO terms upon MNF treatment in the xenograft transcriptome revealed significant negative regulation of cell division-related genes together with those involved in control of metabolism of nucleic acids (Fig. 4B). 

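DNA replication genes were lower as a group with MNF, with 33 of 35 measured members (of 41 listed) below 0 and a mean log2 change of -0.16. Camera gave an adjusted p = 1.76e-06 with a preset correlation and adjusted p = 0.697 with an estimated correlation. The mean of the list was -0.11 ± 0.15 (SD, n = 6) in MNF-treated and 0.047 ± 0.21 (SD, n = 6) in vehicle-treated tumors. Pole2, a subunit of a replicative polymerase, had -0.31 (standard error 0.12), and Gins1, of the replicative helicase, had -0.31 (standard error 0.12). Dut, which keeps uracil out of DNA, had -0.30 (standard error 0.11), and Gmnn, which prevents re-replication, had -0.29 (standard error 0.14). DNA repair genes had 10 of 11 measured members (of 30 listed) below 0 and a mean of -0.13. Here camera gave an adjusted p = 0.0133 with a preset correlation and adjusted p = 0.697 with an estimated correlation. The checkpoint kinase Chek2 had -0.26 (standard error 0.11), Parp1, a sensor of strand breaks, -0.23 (standard error 0.12), the end-joining factor Xrcc5 -0.21 (standard error 0.11) and the nuclease Exo1 -0.19 (standard error 0.10).

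Exact permutation gave p = 0.185 for replication and p = 0.17 for repair before adjustment, and an adjusted p = 0.525 for each. In limma 0 members of either list passed an adjusted p under 0.05, over all genes or adjusted over the list alone, while 3 replication genes and 1 repair gene were lower at an unadjusted p under 0.05. The repair call was lost under quantile normalization (mean -0.11), neqc (-0.15), array quality weights (-0.088) and the muscle score as covariate (-0.070), and without MNF-treated tumor 2, vehicle-treated tumor 2 or vehicle-treated tumor 4, and its mean ran from -0.20 without vehicle-treated tumor 6 to -0.081 without vehicle-treated tumor 4.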

The impact of MNF on the expression of genes implicated in the GO term “Cell cycle” (GO:0007049) can be found in Table S2. 

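Of the 95 cell cycle genes of Table S2, 87 were measured and 80 of these lay below 0 with MNF, with a mean log2 change of -0.18. The mean of the list was 0.41 ± 0.088 (SD, n = 6) in MNF-treated and 0.59 ± 0.19 (SD, n = 6) in vehicle-treated tumors. The paper reports these 95 genes from the same samples and does not state how it selected them. Their count is therefore not independent evidence of their direction. Gadd45gip1, which binds Gadd45 proteins, had -0.37 (standard error 0.11), and Cenpl, a centromere protein, had -0.24 (standard error 0.076). Fbxo5 and Kif23, of the mitosis list, are the other members with the smallest p. In cohort 1 the mean was -0.034 with 54 genes below 0, and in cohort 2 it was -0.33 with 86 below 0.

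Camera gave p = 9.44e-15 with a preset correlation and p = 0.0925 with an estimated correlation, and exact permutation of the list's mean gave p = 0.085. In limma 0 members passed an adjusted p under 0.05, over all genes or adjusted over the list alone, and 18 were lower and 0 higher at an unadjusted p under 0.05. Across the 87 genes, which are not independent replicates, the paper's fold changes correlated with those over both cohorts at r = 0.886, with the same sign in 83.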

Using parameterized analysis of gene set enrichment (PAGE), we provided additional insight into regulated signaling pathways and biological processes affected by MNF. 

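Outside the cell cycle, genes of endoplasmic reticulum stress were higher as a group in MNF-treated tumors, with all 18 measured members (of 24 listed) above 0 and a mean log2 change of 0.20. Camera gave an adjusted p = 1.76e-06 with a preset correlation and adjusted p = 0.466 with an estimated correlation. The mean of the list was 1.43 ± 0.13 (SD, n = 6) in MNF-treated and 1.23 ± 0.28 (SD, n = 6) in vehicle-treated tumors. Besides Hspa5 and Ppp1r15a, Calr, a calcium-binding chaperone, had 0.27 (standard error 0.11), and Edem1, which directs misfolded proteins to degradation, had 0.19 (standard error 0.091). Ribosomal protein genes had 34 of 48 measured members (of 64 listed) above 0 and a mean of 0.11, with an adjusted p = 1.05e-04 with a preset correlation and adjusted p = 0.697 with an estimated correlation. Among them Rplp1 had 0.47 (standard error 0.15), Rps6 0.37 (standard error 0.13), Rps26 0.31 (standard error 0.12) and Rpl19 0.19 (standard error 0.082). The mean of the ribosomal list turned to -0.0054 under quantile normalization and -0.013 under neqc, and its call was lost with median centring (0.011), while the mean was 0.19 with Z-normalization over all probes and 0.052 without MNF-treated tumor 1. Proteasome subunits (28 measured of 31 listed) had a mean of 0.055 (camera adjusted p = 0.139), with Psmb4 at 0.35 (standard error 0.14), Psmd12 at 0.28 (standard error 0.11), Psma3 at 0.16 (standard error 0.088) and Psmb6 at -0.28 (standard error 0.11). The proteasome list passed with Z-normalization over all probes (0.081), with the authors' processed values (0.080), and without MNF-treated tumor 2 (0.10) or MNF-treated tumor 5 (0.069), and its mean was -0.0010 without MNF-treated tumor 1. Respiratory chain genes (37 measured of 48 listed) had a mean of 0.0068 (camera adjusted p = 0.949), with Ndufv1 at 0.27, Ndufa6 at 0.18, Ndufb6 at -0.19 and Ndufs8 at -0.18. That list passed on the higher side with Z-normalization over all probes (0.041) and the authors' processed values (0.040), and on the lower side with median centring (-0.051). The hemoglobin genes Hbb and Hba-a1, markers of blood, had 1.29 (standard error 0.56) and 0.80 (standard error 0.38) in the same tumors. Blood of the host is from the mouse, while the probes are for rat.

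Of 21 lists with at least 5 measured members, camera with a preset correlation called 6, PAGE called 12, and camera with an estimated correlation, fry and exact permutation each called 0 after adjustment. With Z-normalization over all probes the preset camera called 11. In limma 0 genes of these 4 lists passed an adjusted p under 0.05. Adjusted over the list alone 2 stress genes were higher, and 0 of the other 3 lists passed. At an unadjusted p under 0.05, 3 stress, 5 ribosomal and 2 proteasome genes were higher, and 1 proteasome gene was lower. By exact permutation the stress list gave p = 0.035 before adjustment and the ribosomal list p = 0.225.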

From the collection of more than 308 gene sets, there were 55 gene sets whose expression levels were significantly altered by MNF, with the majority of the gene sets (48/55) being downregulated (Table S3). The intensity of this signature from the two cohorts of animals is represented in Figure 4C and a partial list of 10 gene sets influenced most by MNF treatment is depicted in Table 2. Among the genes of interest many were downregulated in the MNF group compared to the vehicle control, including matrix metalloproteinase (MMP)-11 and 14 (Fig. 4D). 

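Mmp14, a membrane-bound collagenase, had a log2 change of -0.34 (standard error 0.15) with MNF (n = 6 tumors per group, adjusted p = 0.609 from limma), and -0.22 in cohort 1 and -0.47 in cohort 2. Mmp11, or stromelysin-3, had -0.16 (standard error 0.21, adjusted p = 0.883), with 0.10 in cohort 1 and -0.41 in cohort 2, and 0.046 without vehicle-treated tumor 5. The Z ratio of Mmp11 in cohort 1 was 0.45, and -0.26 with Z-normalization over all probes. The stromelysins Mmp3 and Mmp10 had 0.51 (standard error 0.21) and 0.25 (standard error 0.27), and the gelatinase Mmp9 had 0.17 (standard error 0.10). Of 20 metalloproteinases and inhibitors, 10 were measured, 6 above 0 and 4 below, with a mean of 0.043 (camera adjusted p = 0.568). That mean was -0.013 with Z-normalization over all probes. In limma 0 of them passed an adjusted p under 0.05, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 1 was higher and 1 lower.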

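Cdkn3, a phosphatase that acts on cyclin-dependent kinases, had a log2 change of -0.45 (standard error 0.10) in MNF-treated tumors (n = 6 per group, adjusted p = 0.499 from limma). In both cohorts its level in every MNF-treated tumor was below that in every vehicle-treated tumor, at -0.43 in cohort 1 and -0.48 in cohort 2. Galnt3, which starts O-glycosylation of proteins, had -0.54 (standard error 0.12, adjusted p = 0.499), with -0.33 and -0.75 in cohorts 1 and 2. Ccna2, the cyclin of S phase and of entry into mitosis, had -0.32 (standard error 0.13, adjusted p = 0.609), with -0.10 and -0.53. Bub1b, a kinase of the spindle checkpoint, had -0.32 (standard error 0.11, adjusted p = 0.599), with -0.26 and -0.38. None of the 4 genes passed an adjusted p under 0.05 over both cohorts. The paper also reports all 4 as lower by qRT-PCR (Fig. 4E), which was not used here. Without vehicle-treated tumor 6, Ccna2 and Galnt3 passed it in cohort 2, where 171 genes did.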

Treatment with MNF also sensitized C6 glioma tumor xenograft to growth arrest via the downregulation of *Galnt3* and other cell cycle regulators, such as *Ccna2*, *Cdkn3*, and *Bub1b* (Fig. 4D). In addition, there was significant reduction in expression of Olig1 and Sox4, two molecular markers for glial brain tumors, upon MNF treatment. On the other hand, apoptosis-associated transcripts such as *Casp1*, *Casp11*, and *Casp12* were upregulated by MNF (Fig. 4D). 

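Olig1, a transcription factor of oligodendrocyte precursors, had a log2 change of -0.75 (standard error 0.19) in MNF-treated tumors (n = 6 per group, adjusted p = 0.499 from limma), with -0.84 in cohort 1 and -0.66 in cohort 2. Sox4, a transcription factor of neural progenitors, had -0.37 (standard error 0.19, adjusted p = 0.676), with -0.43 and -0.31. Sox2, a stem cell factor, had -0.29 (standard error 0.15), and Cd44, a hyaluronan receptor, had -0.12 (standard error 0.15), with 0.0063 without MNF-treated tumor 1 and a signal in vehicle-treated tumor 5 that stood apart. Of 16 markers of oligodendrocyte precursors and glioma stem cells, 9 were measured and 7 lay below 0, with a mean of -0.17. The list did not pass camera's test (adjusted p = 0.105 with a preset correlation and adjusted p = 0.697 with an estimated correlation), and it passed under PAGE and with median centring (adjusted p = 0.00364 and 0.0323). It also passed without MNF-treated tumor 5, vehicle-treated tumor 2, vehicle-treated tumor 4 or vehicle-treated tumor 5 (adjusted p = 0.0185, 0.0374, 0.0472 and 0.00888), while its mean was -0.086 without MNF-treated tumor 1 (adjusted p = 0.71) and -0.089 without vehicle-treated tumor 3. In limma 0 members passed an adjusted p under 0.05 over all genes, and 1 was lower at an unadjusted p under 0.05 and also when adjusted over the list alone.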

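Casp4, the gene that the paper names Casp11, had a log2 change of 0.38 (standard error 0.26) in MNF-treated tumors (n = 6 per group, adjusted p = 0.75 from limma). Casp12, a caspase of the endoplasmic reticulum, had 0.34 (standard error 0.22, adjusted p = 0.731), and Casp1, which processes interleukin-1 beta, had 0.28 (standard error 0.22, adjusted p = 0.784). In cohort 2 the log2 changes were 0.90 for Casp4, 0.78 for Casp12 and 0.64 for Casp1, and in cohort 1 they were -0.15, -0.094 and -0.074. Single tumors of cohort 2 overlapped. The mean signal of these caspases was -0.83 and -1.02 in vehicle-treated tumors 4 and 5, but -0.21 in vehicle-treated tumor 6. The MNF-treated tumors there had -0.31 to 0.46.

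**Figure D2:**
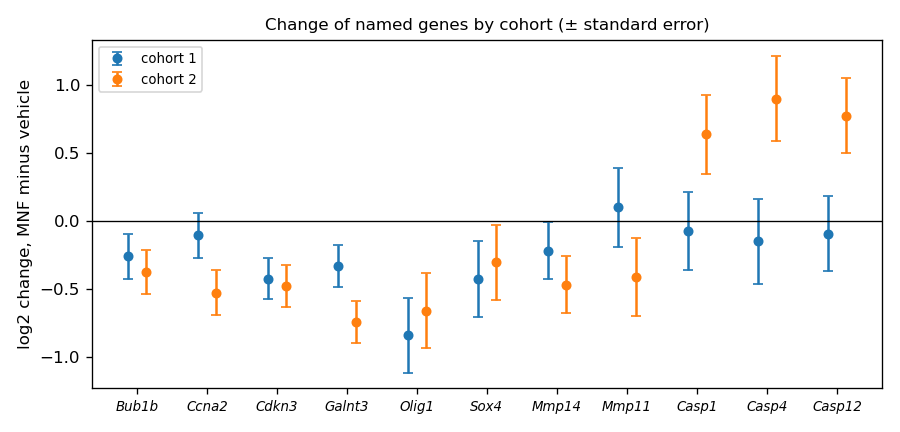
Log2 change (MNF minus vehicle) of the 11 genes of Fig. 4D in cohort 1 and cohort 2, with bars for the standard error from limma. The 3 caspases lie below 0 in cohort 1 and above 0 in cohort 2.

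The mean of the 3 genes differed by 0.88 between the cohorts (exact permutation test within cohort, two-sided, p = 0.105). Of 30 caspases and other genes of apoptosis, 17 were measured, 12 above 0 and 5 below, with a mean of 0.081 (camera adjusted p = 0.332). Bax, which permeabilizes mitochondria, had 0.35 (standard error 0.22), and Birc2, an inhibitor of apoptosis, had 0.15 (standard error 0.095). In limma 0 members passed an adjusted p under 0.05, over all genes or adjusted over the list alone, and 0 passed an unadjusted p under 0.05. Without vehicle-treated tumor 6, Casp4 was among 171 genes that passed an adjusted p under 0.05 in cohort 2.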

Quantitative RT-PCR analysis confirmed that MNF decreased the expression of *Bub1b, Cdkn3*, *Ccna2*, *Olig1*, *Sox4,* and *Galnt3* as compared to control (Fig. 4E), thus validating the microarray data. Overall, these results suggest a number of possible routes by which MNF might negatively affect glioma growth and progression.

**Table 1:** List of GO Terms influenced by MNF treatment of C6 glioma in a mouse xenograft model

Annotation	GO term	Set 1	Set 2	Combined
GO0006270	DNA replication initiation	−4.0283	−3.7775	−5.0248
GO0048015	Phosphoinositide mediated signaling	−4.2781	−3.5441	−5.2545
GO0004527	Exonuclease activity	−2.5829	−5.4622	−5.8765
GO0000775	Chromosome pericentric region	−6.7644	−3.5296	−6.3081
GO0007051	Spindle organization and biogenesis	−4.6166	−5.2288	−6.7039
GO0006260	DNA replication	−4.7695	−6.0446	−7.3157
GO0007049	Cell cycle	−5.1361	−8.0162	−9.3510
GO0005634	Nucleus	−2.1680	−9.9454	−9.4291
GO0007067	Mitosis	−7.5266	−7.6563	−10.1574
GO0051301	Cell division	−6.9059	−8.0673	−10.1585

*Z* scores for ‘MNF_Crtl’ are shown. These experiments were performed on two independent cohorts of mice, with both cohorts showing equivalent results.

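Mitosis genes lay below 0 in both cohorts, with a mean log2 change of -0.18 in cohort 1 and -0.37 in cohort 2 and 29 and 31 of 32 measured genes below 0, in that order. Single tumors overlapped. In cohort 2 the list mean was 0.66 and 0.67 in vehicle-treated tumors 4 and 5, but 0.035 in vehicle-treated tumor 6. The MNF-treated tumors there had 0.023 to 0.14. In cohort 1, MNF-treated tumor 1 (0.25) lay above vehicle-treated tumor 1 (0.22). Endoplasmic reticulum stress genes had means of 0.10 in cohort 1 and 0.30 in cohort 2, with 4 of 18 below 0 in cohort 1 and 0 in cohort 2. DNA replication genes had -0.052 in cohort 1 and -0.26 in cohort 2, cyclins, CDKs and E2F factors -0.073 in cohort 1 and -0.22 in cohort 2, and DNA repair genes -0.13 in cohort 1 and -0.13 in cohort 2. Ribosomal protein genes had 0.26 in cohort 1 and -0.045 in cohort 2. Camera's test of the difference between the cohorts with a preset correlation gave an adjusted p = 0.025 for mitosis, 0.0322 for endoplasmic reticulum stress, 0.0055 for replication, 1.55e-08 for ribosomal proteins and 0.16 for cyclins. With an estimated correlation the adjusted p = 0.76, 0.638, 0.69, 0.46 and 0.69, in the same order. The PAGE Z score was -4.55 in cohort 1 and -8.42 in cohort 2 for mitosis, and -1.37 and -6.30 for replication.

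Across the 7620 genes, which are not independent replicates, the changes of the cohorts correlated at r = -0.094 (exact permutation test, p = 0.69) and rho = -0.087 (exact p = 0.72), and 47.1% had the same sign. At an unadjusted p under 0.05 in both cohorts, 32 genes had the same sign and 18 opposite signs. In limma 0 genes passed an adjusted p under 0.05 in cohort 1, in cohort 2 or for the difference between them, with 572 (291 higher, 281 lower), 767 (352 higher, 415 lower) and 711 (396 higher, 315 lower) at an unadjusted p under 0.05. Without vehicle-treated tumor 6, 171 genes passed in cohort 2 (72 higher, 99 lower) and 50 for the difference. Without vehicle-treated tumor 4, 1 unnamed probe passed in cohort 1. Array MNF 1 had the lowest mean correlation with the other arrays (0.962).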

**Table 2:** Partial list of gene sets influenced by MNF treatment of C6 glioma in a mouse xenograft model

Size	Name	*Z* score	*P*-value	fdr
40	HIPPOCAMPUS_DEVELOPMENT_POSTNATAL	10.3511	0.0020	0.0344
280	TARTE_MATURE_PC	5.3293	0.0097	0.1073
41	HYPOPHYSECTOMY_RAT_DN	3.9294	0.0170	0.1483
30	HDACI_COLON_BUT12HRS_UP	3.6676	0.0035	0.0527
60	CELL_CYCLE	−7.4222	1.5E−10	1.73E−08
37	P21_P53_ANY_DN	−7.4300	5.12E−09	4.31E−07
74	LE_MYELIN_UP	−8.8777	6.34E−08	4.64E−06
24	CROONQUIST_IL6_STARVE_UP	−9.0059	1.87E−18	6.31E−16
65	IDX_TSA_UP_CLUSTER3	−10.1593	3.15E−20	1.76E−17
79	SERUM_FIBROBLAST_CELLCYCLE	−10.6997	2.98E−20	2.51E−17

Size indicates the number of genes found in each gene set. These experiments were performed on two independent cohorts of mice, with both cohorts showing equivalent results. Gene sets with a *Z* score >1.5 in both directions, *P* < 0.05, and false discovery rate (fdr) <0.3 are deemed significant.

**Figure 4:**
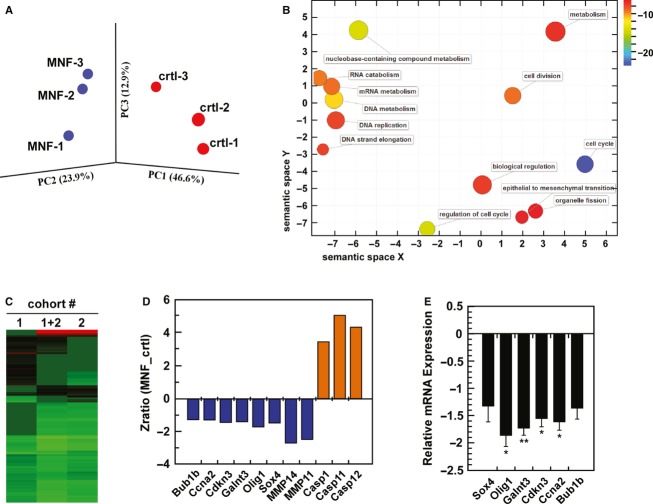
Gene expression profiling in MNF-treated C6 tumor-bearing mice. A, Gene clustering in the rat C6 xenografts: Principal component analysis (PCA) of rat C6 glioma xenograft treated with MNF vs. vehicle control. PCA was applied to the six independent samples (3 MNF, 3 controls), and numbers refer to individual sample labels. Analysis reveals clustering of samples into treatment groups. B, Visualization of enriched GO terms in a ranked list of genes that were downregulated in MNF-treated samples compared to controls. Redundant GO terms of *P*-value better than 10^−6^ were trimmed and plotted as two-dimensional scatter plot using ReviGO (see Materials and Methods for further details). Color of a GO term circle indicates the degree of enrichment according to *P*-value while its size is linked to specificity of a given GO term (more general GO terms were visualized as larger circles). Circles representing semantically similar GO terms were clustered together. C, Cluster analysis of 100 gene sets altered by MNF treatment, as compared to the control group, in cohort #1, cohort #2, and combined cohorts (1 + 2). D, Zratios of selected genes of interest is depicted, showing either up- or downregulated expression after pairwise comparison between MNF and the vehicle-treated group. E, Total RNA from C6 xenograft tumors from MNF – and vehicle-treated mice was extracted and analyzed for *Sox4*, *Olig1*, *Galnt3*, *Cdkn3*, *Ccna2* and *Bub1b* mRNA levels by quantitative RT- PCR (mean ± SD; *, *P* < 0.05; **, *P* < 0.01; *n* = 5–6). Values were normalized to GAPDH.

C6 glioma extracts were subsequently analyzed by Western blotting with antibodies that were raised against cyclin A and cyclin D1, two key cell cycle regulators. Treatment of tumor-bearing mice with MNF led to a significant reduction in expression of both cyclins (Fig. 5A). To rule out the possibility that the tumor microenvironment influences how the C6 glioma xenograft responded to MNF, C6 glioma cells in culture were treated with 20 nmol/L MNF for 6 and 24 h, and expression changes in cyclin A and cyclin D1 were evaluated. The results indicate a significant time-dependent reduction in the expression level for both cell cycle regulators in response to MNF, whereas β-actin protein levels were not affected (Fig. 5B). In conclusion, MNF is capable of reducing growth of C6 xenografts and C6 glioma cells in culture.

**Figure 5:**
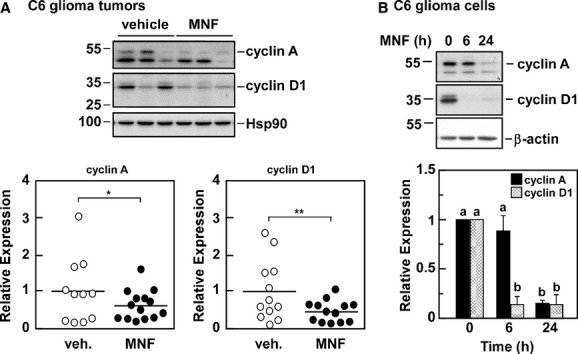
Negative impact of MNF on cyclin expression in C6 tumor xenografts. A, Lysates from tumor samples were separated by SDS-PAGE and Western blotting was carried out with primary antibodies raised against cyclin A and cyclin D1. Membranes were reprobed for Hsp90, which served as a loading control. Upper panel, representative immunoblots; lower panels, scatter plot of data showing significant difference in cyclin A and cyclin D1 expression between xenograft tumors from vehicle and MNF-treated mice, determined by densitometric quantification. *, *P* < 0.05; **, *P* < 0.01 using two-tailed Student's *t*-test. The migration of molecular-mass markers (values in kilodaltons) is shown on the left of immunoblots. B, C6 glioma cells were incubated with 20 nmol/L MNF for 6 and 24 h after which lysates were prepared and immunoblotted for cyclin A and cyclin D1. Membranes were reprobed for β-actin, which served as a loading control. Upper panel, representative blots; lower panel, densitometric quantification of cyclin A (filled bars) and cyclin D1 (hatched bars) normalized to β-actin, with the values in vehicle-treated cells set at 1.0. Bars represent means ± SEM from three independent experiments. a, b, significant difference between groups at *P* < 0.01.

## Discussion

The fenoterol analog MNF has been used by our laboratories and antiproliferative properties have been found to occur in human 1321N1 astrocytoma, HepG2 hepatocellular carcinoma and U87MG (glioblastoma-astrocytoma) cell lines after MNF treatment (Toll et al. 2011; Paul et al. 2012). Here, assessments of cellular changes in the rat C6 glioma cells have been undertaken in response to MNF and determinations of the G-coupled receptor(s) responsible for MNF signaling have been performed in this cellular model. We provide evidence that illustrates modulation of CB1 receptor activity as assessed by plate-based assay that measures internalization of a selective radiolabeled ligand. Using pharmacological inhibitors, Paul et al. 2012 recently showed the involvement of cannabinoid receptors in MNF-mediated cell growth inhibition. The current study illustrates a direct consequence of MNF interaction on CB1 receptor, which elicited reduction in cannabinoid agonist binding and intracellular accumulation. It appears unlikely, however, that the potent antiproliferative activities of MNF depend on the relatively modest inhibitory effect that MNF has on cell surface CB1 receptor internalization.

The disturbances in proliferation observed with MNF in C6 glioma cells in vitro were reproduced in C6 tumor xenografts in vivo. Our gene array study led to the identification of significantly altered relevant gene expressions and pathways. Quantitative RT-PCR and immunoblot analyses support our observations of changes in gene expressions. Dysregulated genes observed in the MNF cohort included matrix metalloproteinase (MMP)-11 and 14, which are involved in glioma growth and angiogenesis (Deryugina et al. 2002) and the development of high-grade astrocytic tumors (Stojic et al. 2008). Inhibition of MMP-2 expression has been found to reduce cultured glioma cell invasiveness (Blazquez et al. 2008). Another gene of note is *Galnt3* (UDP-GalNAc transferase 3), whose overexpression promotes cancer cell growth through its role in cell cycle regulation (Dosaka-Akita et al. 2002; Taniuchi et al. 2011).

Overexpressed in several kinds of cancers, cyclin-dependent kinase inhibitor 3 (Cdkn3) dephosphorylates and prevents CDK2 kinase activation in a cyclin-dependent manner (Hannon et al. 1994; Yeh et al. 2000; Navis et al. 2010). It has been reported that RNA levels of a major mitotic spindle assembly checkpoint gene, *Bub1b*, whose transcript encodes the mitotic checkpoint kinase MAD3L, significantly correlate with glioma grade and survival time (Bie et al. 2011). Cyclin A2 (Ccna2) is a cell cycle regulator that controls mitotic spindle orientation and cytoskeletal structures participating in the control of cell movement (Arsic et al. 2012). It is noteworthy that upregulation of Ccna2 is generally considered a marker of aggressive cancers (Yam et al. 2002). Therefore, reduction in *Cdkn3*, *Bub1b*, and *Ccna2* gene expression in the MNF-treated cohort, as compared to the control group, may represent an important antiproliferative effect of MNF.

In the past several years, the oligodendrocyte transcription factor 1 (Olig1) has been identified as a novel glioblastoma marker with diagnostic and prognostic value (Azzarelli et al. 2004; Reddy et al. 2008). Moreover, SRY-box 4 (Sox4) is a transcription factor that has been implicated in the determination of the cell fate and in tumorigenesis (reviewed by Penzo-Mendez 2010). The fact that *Olig1* and *Sox4* mRNA levels were reduced in MNF-treated C6 glioma tumors compared with the control group is consistent with decreased activation of molecular pathways leading to gliomagenesis.

The involvement of Cdkn3, Bub1b and Olig-1 in gliomagenesis is well established. Here, we provide evidence of a downregulation in the expression levels of these genes in rat C6 glioma tumor xenografts in response to MNF, suggesting that MNF and related analogs may represent a promising therapeutic strategy in the treatment of high-grade gliomas. Preliminary experiments have indicated that MNF is readily transported across the blood-brain barrier and can accumulate in the rat brain (data not shown). We are currently in the process of injecting C6 glioma cells intracranially in a syngeneic model in the rat and the effects stemming from MNF administration on survival will be reported elsewhere.

## Abbreviations

AM251: 1-(2,4-dichlorophenyl)-5-(4-iodophenyl)-4-methyl-*N*-(1-piperidyl)pyrazole-3-carboxamide
AM630: 1-[2-(morpholin-4-yl)ethyl]-2-methyl-3-(4-methoxybenzoyl)-6-iodoindole
CB: cannabinoid
Ccna2: cyclin A2
Cdkn3: cyclin-dependent kinase inhibitor 3
CHO: Chinese hamster ovary
CP55,940: 2-[(1R,2R,5R)-5-hydroxy-2-(3-hydroxypropyl) cyclohexyl]-5-(2-methyloctan-2-yl)phenol
Fen: (*R,R’*)-fenoterol
Galnt3: UDP-GalNAc transferase 3
GO: gene ontology
MMP: matrix metalloproteinase
MNF: (*R,R’*)-4-methoxy-1-naphthylfenoterol
Olig1: oligodendrocyte transcription factor 1
PAGE: parameterized analysis of gene set enrichment
PCA: principal component analysis
RT-PCR: reverse transcription polymerase chain reaction
Sox4: SRY-box 4
Win55,212-2: (R)-(+)-[2,3-dihydro-5-methyl-3-(4-morpholinylmethyl)pyrrolo[1,2,3-de]-1,4-benzoxazin-6-yl]-1-napthalenylmethanone
β2-AR: β2-adrenergic receptor

## Supporting Information

**Data S1.** Methods. **Table S1.** Catalog number and primer sequences for the qRT-PCR assays. **Table S2.** Impact of MNF treatment on the expression of genes implicated in ‘Cell cycle’ (GO:0007049). *P*-value = 9.97E−22. **Table S3.** List of gene sets significantly affected by MNF in vivo in a rat C6 glioma xenograft model in athymic mice. Significance was reached when absolute *Z* score was greater than 1.5, *P* value <0.05 and fdr <0.3.

# Supplementary material for: Antitumor activity of (R,R’)-4-methoxy-1-naphthylfenoterol in a rat C6 glioma xenograft model in the mouse
**Source:** Pharmacol Res Perspect. 2013 Dec 5;1(2):e00010. doi: 10.1002/prp2.10
**Supplement:** Supplementary file 1

SUPPLEMENTARY DATA

Antitumor Activity of (*R,R'*)-4-methoxy-1-naphthylfenoterol in a rat C6 glioma xenograft model in the mouse

Michel Bernier, Rajib K. Paul, Katina S.S. Dossou, Artur Wnorowski, Anuradha Ramamoorthy, Arnaud Paris, Ruin Moaddel, Jean-François Cloix, and Irving W. Wainer

Supplemental Methods	Page 2-3
Supplemental References	Page 4
Supplemental Table S1. **Catalog number and primer sequences for the qRT-PCR assays**	Page 5
Supplemental Table S2. **Impact of MNF treatment of the expression of genes implicated in ‘Cell Cycle’ (GO:0007049)**	Page 6-8
Supplemental Table S3. **List of gene sets significantly affected by MNF <i>in vivo</i> in a rat C6 glioma xenograft model in athymic mice**	Page 9-10

Supplemental Methods

Determination of MNF levels in C6 glioma tumours. The accumulation of MNF *in vivo* in C6 tumour xenografts in athymic mice was assessed in comparison with vehicle-treated tumour-bearing animals. The frozen tumour samples were thawed, and 300-400 mg tumour tissue was placed in 300 µl of water supplemented with 9 µl acetonitrile containing 500 ng/ml of methoxyfenoterol as the internal standard. After thorough homogenization of the tumour tissue on ice using a Polytron micro homogenizer (Pro200 Bio-gen series, Proscientific, Oxford, CT, USA), 600 µl acetonitrile was added and the mixture was vortexed for 10 s. The solution was centrifuged at 20,800 rcf for 10 min at 4°C. The pellet was discarded and the supernatant was centrifuged again for an additional 10 min before being transferred to a Shimadzu SIL-20A autosampler for analysis. The samples were maintained in the autosampler tray at 4°C, and injections of 20 µl aliquots were made to an analytical HPLC column as followed:

The separation of MNF was accomplished by HPLC (Shimadzu Prominence HPLC system; Shimadzu, Columbia, MD, USA) followed by LC-MS/MS. In brief, the assays were conducted using an Eclipse XDB-C₁₈ guard column (4.6 mm x 12.5 mm) and an Atlantis HILIC analytical column (150 x 2.1 mm ID, 5 µm). The mobile phase consisted of water containing 0.1% formic acid as component A and acetonitrile as component B. A linear gradient was run as follows: 0 min 95% B; 5 min 60% B; 6 min 80% B; 10 min 95% B at a flow rate of 1.0 ml/min. The total run time was 20 min per sample. The calibration curve was prepared in a similar fashion as the samples, with 300-400 mg of tumor tissue spiked with a 0.5 serial dilution of MNF (300 to 9.375 ng/ml) and the addition of 9 µl acetonitrile containing 500 ng/ml of methoxyfenoterol.

Identification and quantification of the analytes was accomplished using a triple quadrupole API-4000 LC-MS/MS system equipped with Turbo Ion Spray® (TIS) (Applied Biosystems, Foster City, CA, USA). The data, which was acquired in positive electrospray ionization mode and multiple reaction monitoring (MRM), was analyzed with Analyst v.1.4.2 (Applied Biosystems). The standards were characterized using the following MRM transitions: MNF (369-200) and methoxyfenoterol (318-149) as the internal standard. Tumor tissues from vehicle-injected mice were used as negative controls. The TIS instrumental source settings for temperature, curtain gas, ion source gas 1 (nebulizer), ion source gas 2 (turbo ion spray), entrance potential and ion spray voltage were 500 °C, 10 psi, 60 psi, 60 psi, 10V and 5500 V, respectively. The TIS compound parameter settings for declustering potential, collision energy, and collision cell exit potential were 70V, 30V, 12V for MNF; 95V, 26V and 12V for methoxyfenoterol.

Analysis of gene expression in rat C6 glioma xenografts. Total cellular RNA from rat C6 glioma xenografts was extracted using an RNeasy plus mini kit (QIAGEN, Valencia, CA, USA), and its quality

was assessed using an Agilent BioAnalyzer using RNA 6000 Nano Chips (Agilent Technologies, Santa Clara, CA, USA). Transcriptional profiling was determined using Illumina Sentrix BeadChips (Illumina, San Diego, CA, USA). Total RNA was used to generate biotin-labeled cRNA with the Illumina TotalPrep RNA Amplification Kit. In short, 0.5ug of total RNA was first converted into single-stranded cDNA with reverse transcriptase using an oligo-dT primer containing the T7 RNA polymerase promoter site and then copied to produce double-stranded cDNA molecules. The double-stranded cDNA was cleaned and concentrated with the supplied columns and used in an overnight in-vitro transcription reaction where single-stranded RNA (cRNA) was generated incorporating biotin-16-UTP. A total of 0.75µg of biotin-labeled cRNA was hybridized at 58 °C for 16 h to Illumina's Sentrix Rat Ref-12 Expression BeadChips. Each BeadChip has ~22,000 well-annotated RefSeq transcripts with approximately 30-fold redundancy. The arrays were washed, blocked and the labeled cRNA was detected by staining with streptavidin-Cy3. Hybridized arrays were scanned using an Illumina BeadStation 500X Genetic Analysis Systems scanner and the image data extracted using Illumina's GenomeStudio software, version 1.6.1. For statistical analysis, the expression data were filtered to include only probes with a consistent signal on each chip and an Illumina detecton p value < 0.02 .

Correlation analysis, sample clustering analysis and principal component analysis was performed to identify/exclude any possible outliers. The resulting dataset was next analyzed with DIANE 6.0, a spreadsheet-based microarray analysis program using value statistics for Z-Score reliability below 0.05; and mean background-corrected signal intensity greater than zero (www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf). A minimum hypergeometric algorithm embedded into GOrilla web-based application (<http://cbl-gorilla.cs.technion.ac.il>) was used to identify enriched gene ontology (GO) terms in a ranked list of genes (Eden *et al*, 2009). ReviGO, a semantic similarity software available at <http://revigo.irb.hr>, was utilized to reduce the redundancy and to visualize the overrepresented GO terms (Supek *et al*, 2011).

Gene set enrichment analysis use gene expression values or gene expression change values for all of the genes in the microarray. Parametric analysis of gene set enrichment (PAGE) was used using the WEB-PAGE GSA tool (De *et al*, 2010) for gene set analysis. Gene Sets include the MSIG database [[Link](#)], Gene Ontology Database [[Link](#)], GAD human disease and mouse phenotype gene sets (Zhang *et al*, 2010) were used to explore functional level changes. Gene-gene interaction was also analyzed using the Ingenuity Pathway Analysis (IPA) system (Ingenuity® Systems, www.ingenuity.com).

Supplemental References

De S, Zhang Y, Garner JR, Wang SA, Becker KG (2010) Disease and phenotype gene set analysis of disease-based gene expression in mouse and human. *Physiol Genomics* **42A**: 162-167

Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009) GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics* **10**:48

Supek F, Bosnjak M, Skunca N, Smuc T (2011) REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One* **6**: e21800

Zhang Y, De S, Garner JR, Smith K, Wang SA, Becker KG (2010) Systematic analysis, comparison, and integration of disease based human genetic association data and mouse genetic phenotypic information. *BMC Med Genomics* **3**: 1

Supplementary Table S1. Catalog number and primer sequences for the qRT-PCR assays.

Gene	Catalog No.	Primer Sequence (5' ->3')
<i>Sox4</i>	Rn.PT.53a.6333566.g	CAC CAG TTT CCA CCT TTC AAC
		TCT AGA CAG AAC AGC AAT TCG T
<i>Olig1</i>	Rn.PT.53a.5294009.g	GCC ACG AGT ACA AAC ATC AAG
		GAA CTT CTC CAC TCC GAA ACC
<i>Galnt3</i>	Rn.PT.53a.34846667	CTT CTG GAT GTT GTG TCG GAT
		TTT ATG TCT GGA TGT CGG TGA G
<i>Cdkn3</i>	Rn.PT.53a.34657684	CAC ATA AAC CGA GAA ACT GAG AAC
		CCG CCC ATT TCA ATA CAA GC
<i>Ccna2</i>	Rn.PT.53a.10705752	CAT TCA CTG GCT TTT CGT CTT C
		CTT TTA GTG CCG CTG TCT CT
<i>Bub1b</i>	Rn.PT.53a.11858243	CTG ATG ACT CTG AAC TCT CTG C
		TCC CAA CTT TAC TCC GTA TGT G
<i>Gapdh</i>	Rn.PT.53a.37055410	GTA ACC AGG CGT CCG ATA C
		GTT CTA GAG ACA GCC GCA TC

Supplemental Table S2. Impact of MNF treatment on the expression of genes implicated in ‘Cell cycle’ (GO:0007049). P-value = 9.97E-22.

Symbol	Full name	Fold change<br>MNF:ctrl
KIF20A	kinesin family member 20a	-1.44
CDC20	cell division cycle 20 homolog (s. cerevisiae)	-1.42
FBXO5	f-box protein 5	-1.42
KIF23	kinesin family member 23	-1.42
CCNB2	cyclin b2	-1.39
AURKB	aurora kinase b	-1.37
RFC4	replication factor c (activator 1) 4, 37kda	-1.36
DCTN3	dynactin 3 (p22)	-1.33
PFDN1	prefoldin subunit 1	-1.31
PLK1	polo-like kinase 1	-1.31
MCM6	minichromosome maintenance complex component 6	-1.30
UBE2C	ubiquitin-conjugating enzyme e2c	-1.30
BUB1B	budding uninhibited by benzimidazoles 1 homolog beta (yeast)	-1.29
CCNA2	cyclin a2	-1.28
POLE2	polymerase (dna directed), epsilon 2, accessory subunit	-1.28
PSMB6	proteasome (prosome, macropain) subunit, beta type, 6	-1.28
GMNN	geminin, dna replication inhibitor	-1.27
RALA	v-ral simian leukemia viral oncogene homolog a (ras related)	-1.26
E2F8	e2f transcription factor 8	-1.25
PSMB9	proteasome (prosome, macropain) subunit, beta type, 9	-1.25
GINS4	gins complex subunit 4 (sld5 homolog)	-1.24
SUV39H1	suppressor of variegation 3-9 homolog 1 (drosophila)	-1.24
CDCA8	cell division cycle associated 8	-1.23
GADD45GIP1	growth arrest and dna-damage-inducible, gamma interacting protein 1	-1.23
PLK4	polo-like kinase 4	-1.23
CDC6	cell division cycle 6 homolog (s. cerevisiae)	-1.22
POLD1	polymerase (dna directed), delta 1, catalytic subunit 125kda	-1.22
PSMB8	proteasome (prosome, macropain) subunit, beta type, 8	-1.22
ANXA11	annexin a11	-1.20
KNTC1	kinetochore associated 1	-1.20
RRM2	ribonucleotide reductase m2	-1.20
KIF2C	kinesin family member 2c	-1.19
NASP	nuclear autoantigenic sperm protein (histone-binding)	-1.19
PSMA5	proteasome (prosome, macropain) subunit, alpha type, 5	-1.19
PSMB10	proteasome (prosome, macropain) subunit, beta type, 10	-1.19
LIG1	ligase i, dna, atp-dependent	-1.18
MYBL2	v-myb myeloblastosis viral oncogene homolog (avian)-like 2	-1.18
NUP107	nucleoporin 107kda	-1.18
POLD2	polymerase (dna directed), delta 2, accessory subunit	-1.18
CENPE	centromere protein e, 312kda	-1.17

CENPF	centromere protein f, 350/400kda (mitosin)	-1.17
MCM3	minichromosome maintenance complex component 3	-1.17
CENPL	centromere protein l	-1.16
CHAF1B	chromatin assembly factor 1, subunit b (p60)	-1.16
GNAI2	guanine nucleotide binding protein (g protein), α 2	-1.16
MCM7	minichromosome maintenance complex component 7	-1.16
NUF2	nuf2, ndc80 kinetochore complex component, homolog (s. cerevisiae)	-1.16
TUBG1	tubulin, gamma 1	-1.16
BCCIP	brca2 and cdkn1a interacting protein	-1.15
MCM2	minichromosome maintenance complex component 2	-1.15
PKMYT1	protein kinase, membrane associated tyrosine/threonine 1	-1.15
POLA1	polymerase (dna directed), alpha 1, catalytic subunit	-1.15
POLA2	polymerase (dna directed), alpha 2, accessory subunit	-1.15
SIAH2	siah e3 ubiquitin protein ligase 2	-1.15
BANP	btg3 associated nuclear protein	-1.14
CEP76	centrosomal protein 76kda	-1.14
PCNA	proliferating cell nuclear antigen	-1.14
PRIM1	primase, dna, polypeptide 1 (49kda)	-1.14
BRD7	bromodomain containing 7	-1.13
CDK6	cyclin-dependent kinase 6	-1.13
DYNC1I2	dynein, cytoplasmic 1, intermediate chain 2	-1.13
FOXM1	forkhead box m1	-1.13
PSMC3	proteasome (prosome, macropain) 26s subunit, atpase, 3	-1.13
CDK9	cyclin-dependent kinase 9	-1.12
MCM8	minichromosome maintenance complex component 8	-1.12
MNAT1	menage a trois homolog 1, cyclin h assembly factor (xenopus laevis)	-1.12
NUP85	nucleoporin 85kda	-1.12
ODF2	outer dense fiber of sperm tails 2	-1.12
CENPT	centromere protein t	-1.11
MCM10	minichromosome maintenance complex component 10	-1.11
MCM5	minichromosome maintenance complex component 5	-1.11
RGS2	regulator of g-protein signaling 2, 24kda	-1.11
USP3	ubiquitin specific peptidase 3	-1.11
ANAPC1	anaphase promoting complex subunit 1	-1.10
CDKN2C	cyclin-dependent kinase inhibitor 2c (p18, inhibits cdk4)	-1.10
DCTN1	dynactin 1	-1.10
ERF	ets2 repressor factor	-1.10
MCTS1	malignant t cell amplified sequence 1	-1.10
PKN2	protein kinase n2	-1.10
CUL1	cullin 1	-1.09
PHF13	phd finger protein 13	-1.09
ZMYND11	zinc finger, mynd-type containing 11	-1.09
BTRC	beta-transducin repeat containing e3 ubiquitin protein ligase	-1.07
MAPRE1	microtubule-associated protein, rp/eb family, member 1	-1.07
UHRF2	ubiquitin-like with phd and ring finger domains 2, e3 ubiquitin ligase	-1.07
CDC25B	cell division cycle 25 homolog b (s. pombe)	-1.06

MAPK6	mitogen-activated protein kinase 6	-1.04
PSMD11	proteasome (prosome, macropain) 26s subunit, non-atpase, 11	-1.04
MAPK1	mitogen-activated protein kinase 1	-1.01
SPIN1	spindlin 1	-1.00
CSNK2A2	casein kinase 2, alpha prime polypeptide	+1.01
XPO1	exportin 1 (crm1 homolog, yeast)	+1.01
NDEL1	nude nuclear distribution e homolog (a. nidulans)-like 1	+1.02
HSP90AA1	heat shock protein 90kda alpha (cytosolic), class a member 1	+1.03
DUSP1	dual specificity phosphatase 1	+1.28

Supplemental Table S3. List of gene sets significantly affected by MNF *in vivo* in a rat C6 glioma xenograft model in athymic mice. Significance was reached when absolute Zscore was greater than 1.5, *P* value < 0.05 and fdr < 0.3.

PathwayName	MNF_Control, cohort 1			MNF_Control, cohort 2			MNF_Control, combined cohorts		
	(Zscore)	(P_value)	(fdr)	(Zscore)	(P_value)	(fdr)	(Zscore)	(P_value)	(fdr)
HIPPOCAMPUS_DEVELOPMENT_POSTNATAL	3.6731	0.0211	0.1456	10.3512	0.0020	0.0344	11.4209	0.0017	0.0282
TARTE_MATURE_PC	3.6636	0.0129	0.1088	5.3293	0.0097	0.1073	6.8026	0.0004	0.0085
HDACI_COLON_BUT12HRS_UP	5.3212	0.0002	0.0053	3.6676	0.0035	0.0527	5.8481	0.0000	0.0007
HYPOPHYSECTOMY_RAT_DN	3.6187	0.0459	0.2249	3.9294	0.0170	0.1483	5.3951	0.0008	0.0144
HDACI_COLON_TSABUT_UP	4.1465	0.0080	0.0751	3.4480	0.0042	0.0600	5.2313	0.0006	0.0109
HDACI_COLON_BUT16HRS_UP	3.6723	0.0199	0.1426	3.4287	0.0072	0.0877	4.8024	0.0010	0.0176
HDACI_COLON_BUT24HRS_UP	3.0864	0.0323	0.1878	3.3154	0.0119	0.1209	4.4492	0.0010	0.0169
ATRBRCAPATHWAY	-1.8815	0.0406	0.2138	-2.9977	0.0000	0.0000	-3.4407	0.0000	0.0002
GOLDRATH_HP	-2.4433	0.0229	0.1518	-2.2875	0.0441	0.2766	-3.4750	0.0007	0.0141
BRENTANI_REPAIR	-3.8568	0.0002	0.0052	-2.9453	0.0101	0.1094	-4.2370	0.0002	0.0048
REN_E2F1_TARGETS	-2.9150	0.0121	0.1044	-3.5319	0.0026	0.0414	-4.4393	0.0008	0.0145
MOREAUX_TACI_HI_IN_PPC_UP	-2.9881	0.0064	0.0635	-3.8456	0.0007	0.0154	-4.9180	0.0000	0.0009
LAMB_CYCLIN_D3_GLOCUS	-2.8637	0.0360	0.2028	-4.3054	0.0000	0.0000	-5.0503	0.0000	0.0001
POD1_KO_UP	-3.9363	0.0052	0.0553	-4.3565	0.0064	0.0812	-5.1416	0.0007	0.0129
MOREAUX_TACI_HI_VS_LOW_DN	-4.3721	0.0000	0.0011	-3.2936	0.0020	0.0334	-5.1872	0.0000	0.0000
E2F1_DNA_UP	-3.6781	0.0008	0.0142	-4.4885	0.0004	0.0099	-5.4288	0.0000	0.0014
SHEPARD_CRASH_AND_BURN_MUT_VS_WT_DN	-3.9994	0.0035	0.0413	-4.0540	0.0139	0.1315	-5.5788	0.0009	0.0160
IRITANI_ADPROX_LYMPH	-5.1468	0.0007	0.0132	-3.3728	0.0387	0.2504	-5.7142	0.0004	0.0075
SHEPARD_GENES_COMMON_BW_CB_MO	-4.0300	0.0067	0.0656	-4.3867	0.0259	0.1927	-5.7440	0.0019	0.0308
PEATR_HISTONE_DN	-2.5055	0.0408	0.2142	-5.2170	0.0002	0.0063	-5.7817	0.0001	0.0017
SHEPARD_BMYB_MORPHOLINO_DN	-4.3350	0.0022	0.0300	-4.7947	0.0100	0.1089	-6.0639	0.0002	0.0054
DAC_FIBRO_DN	-4.4476	0.0007	0.0127	-4.9523	0.0007	0.0142	-6.4794	0.0000	0.0002
BRCA_PROGNOSIS_NEG	-3.2974	0.0377	0.2052	-5.4682	0.0000	0.0003	-6.5976	0.0000	0.0002
MANALO_HYPOXIA_DN	-3.2723	0.0019	0.0268	-6.1956	0.0000	0.0000	-6.7155	0.0000	0.0000
LEE_TCELLS2_UP	-4.1051	0.0020	0.0282	-5.6671	0.0000	0.0006	-6.9464	0.0000	0.0000
KENNY_WNT_UP	-4.0135	0.0093	0.0858	-5.5586	0.0000	0.0000	-6.9481	0.0000	0.0000
STEMCELL_NEURAL_UP	-6.0983	0.0000	0.0001	-5.0064	0.0000	0.0010	-7.2833	0.0000	0.0000
SASAKI_ATL_UP	-5.0963	0.0000	0.0010	-5.5299	0.0000	0.0005	-7.2897	0.0000	0.0000
SASAKI_TCELL_LYMPHOMA_VS_CD4_UP	-5.0963	0.0000	0.0010	-5.5299	0.0000	0.0005	-7.2897	0.0000	0.0000
DNA_REPLICATION_REACTOME	-3.8683	0.0039	0.0450	-6.5700	0.0000	0.0000	-7.3185	0.0000	0.0000
VERNELL_PRB_CLSTR1	-3.4691	0.0269	0.1692	-6.5636	0.0000	0.0000	-7.4144	0.0000	0.0000
GAY_YY1_DN	-7.6370	0.0000	0.0000	-4.7456	0.0016	0.0295	-7.4972	0.0000	0.0001
CANCER_UNDIFFERENTIATED_META_UP	-4.8288	0.0001	0.0034	-6.2847	0.0000	0.0013	-7.7981	0.0000	0.0002
CELL_CYCLE_KEGG	-4.1925	0.0008	0.0139	-7.0955	0.0000	0.0000	-7.8764	0.0000	0.0000
ADIP_DIFF_CLUSTER5	-4.6054	0.0050	0.0547	-6.8850	0.0000	0.0006	-7.9684	0.0000	0.0005
OLDAGE_DN	-4.5391	0.0006	0.0115	-7.1043	0.0000	0.0001	-8.1220	0.0000	0.0000
MIDDLEAGE_DN	-3.6696	0.0102	0.0919	-7.7600	0.0000	0.0000	-8.2457	0.0000	0.0000
TARTE_PLASMA_BLASTIC	-4.8905	0.0002	0.0054	-6.7905	0.0000	0.0000	-8.3308	0.0000	0.0000
YU_CMYC_UP	-4.4689	0.0049	0.0539	-7.3723	0.0000	0.0000	-8.4501	0.0000	0.0000
CMV_IE86_UP	-6.1497	0.0000	0.0000	-6.5954	0.0000	0.0000	-8.5032	0.0000	0.0000
HOFFMANN_BIVSBII_BI_TABLE2	-5.1273	0.0001	0.0030	-7.7114	0.0000	0.0005	-8.5773	0.0000	0.0002

CELL_CYCLE	-5.0187	0.0000	0.0013	-7.4222	0.0000	0.0000	-8.6730	0.0000	0.0000
KAMMINGA_EZH2_TARGETS	-5.3211	0.0000	0.0004	-7.2448	0.0000	0.0000	-8.8163	0.0000	0.0000
P21_P53_ANY_DN	-5.0275	0.0012	0.0186	-7.4300	0.0000	0.0000	-8.8530	0.0000	0.0000
PRMT5_KD_UP	-9.3903	0.0000	0.0000	-5.4620	0.0000	0.0010	-8.9362	0.0000	0.0000
CROONQUIST_IL6_RAS_DN	-6.7147	0.0000	0.0000	-7.7040	0.0000	0.0000	-9.7453	0.0000	0.0000
DOX_RESIST_GASTRIC_UP	-5.8557	0.0000	0.0001	-8.6145	0.0000	0.0000	-10.1840	0.0000	0.0000
LEE_TCELLS3_UP	-7.2409	0.0000	0.0000	-8.0339	0.0000	0.0000	-10.3427	0.0000	0.0000
LI_FETAL_VS_WT_KIDNEY_DN	-5.4447	0.0001	0.0024	-9.1715	0.0000	0.0000	-10.4609	0.0000	0.0000
ZHAN_MM_CD138_PR_VS_REST	-6.1404	0.0000	0.0000	-9.0080	0.0000	0.0000	-10.7002	0.0000	0.0000
CROONQUIST_IL6_STARVE_UP	-6.5055	0.0000	0.0000	-9.0059	0.0000	0.0000	-10.7172	0.0000	0.0000
LE_MYELIN_UP	-6.5477	0.0000	0.0009	-8.8777	0.0000	0.0000	-10.8010	0.0000	0.0000
IDX_TSA_UP_CLUSTER3	-6.1057	0.0000	0.0008	-10.1593	0.0000	0.0000	-11.3388	0.0000	0.0000
SERUM_FIBROBLAST_CELLCYCLE	-7.2985	0.0000	0.0000	-10.6997	0.0000	0.0000	-12.2668	0.0000	0.0000

How the deposited data were processed for this re-analysis (not part of the article)

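RNA from 12 C6 glioma xenografts in nude mice, 6 treated with MNF and 6 with vehicle in 2 cohorts, was measured on Illumina RatRef-12 arrays. The authors summarized the arrays in GenomeStudio (version 1.6.0 in the submitters' processing notes) and deposited a signal intensity and a detection p-value for each of 22517 probes on each array, with no normalization. They also deposited a processed table with a Z score for each of 11080 probes per array. These deposited scores equal, within 0.0124, the Z scores of log10 signals over all 22517 probes of an array, listed for the probes detected on at least 1 array, and their column medians were 0.174 to 0.360. Probes were named from the platform annotation, in which 13259 probes have 1 symbol, 0 have several and 9258 have none here, and the 9258 are unnamed here, not without a gene. No symbol needed updating (0), and the named probes stand for 12978 genes. All columns were assigned to a sample.

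Groups, cohorts and replicate numbers came from the sample labels and the paper. Probes detected at a p under 0.02 on every array were kept (7677, of which 5567 are named). The log2 signals of each array were centred on their mean, divided by their SD and multiplied by the mean SD of all arrays, after the Z-normalization of the paper, so that values stayed in log2 units. The lowest signal was 60.1, so no floor was needed. A gene with several probes was represented by the brightest, which left 7620 tested, 5510 named and 2110 unnamed. A gene that the paper names and that failed the filter was read from the fit over all probes. The highest correlation of 2 arrays was 0.990, between MNF-treated tumor 3 and vehicle-treated tumor 2, and no array was counted as a duplicate. The number of arrays, 6 per group and 3 per group and cohort, limits the precision.

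MNF was compared with vehicle using limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with cohort as a covariate and Benjamini-Hochberg adjustment at 0.05. Effects within a cohort and the difference between cohorts came from a model of 4 groups. The paper's thresholds are a Z ratio of 1.5, an adjusted p of 0.05 and a false discovery rate of 0.3. Both of the last are adjusted values, and it is not known how they differ, so counts at the paper's thresholds take an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.3, a looser reading than an adjusted p under 0.05. They use limma's p, since the z-test of the paper's program was not repeated. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 21 lists with at least 5 measured members, and smaller lists were given as values. The 33 lists, from textbook knowledge, the design and all but 2 of the alternatives were fixed before the data were examined. Table S2 was tested on its own, since it comes from these samples and the paper does not state how its genes were selected. Groups were compared over all genes by exact permutation of treatment within cohort (400 arrangements). Pearson's r and Spearman's rho of the cohorts' changes were tested the same way. The steps were tested on simulated data with independent noise and 7620 genes: for the comparison over both cohorts, 64% of 100 genes changed by a log2 of 0.5 and 96% of 100 changed by 1 were recovered, with 9 false calls. Some fits on the deposited values were run before that test was written.

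The rule for the genes named was every gene of the paper's text or Fig. 4D, receptors, cyclins and Mmp2 listed beforehand for the paper's topics (apart from items that are not reported here, and with Gpr55, which the paper does not mention), the 10 genes with the smallest p in each direction (since none passed the adjusted p), and up to 4 genes with the smallest p of each list and of Table S2. The fold changes in Table S2 and Fig. 4D had been seen before this rule was written. Of the genes in the paper's text, Gapdh and Cdk2 have no named probe here, and the genes of Hsp90, a loading control of the paper's immunoblots, were not taken up. The lists cover mitosis, DNA replication, DNA repair, cyclins with CDKs and E2F factors, ribosomal proteins, proteasome, oxidative phosphorylation, endoplasmic reticulum stress, heat shock, hypoxia with glycolysis, cholesterol synthesis, p53 targets, caspases and apoptosis, matrix metalloproteinases, cAMP response, interferon response, MHC class I and class II, housekeeping genes, receptors of the beta-adrenergic and cannabinoid families, and markers of oligodendrocyte precursors, myelin, astrocytes, neurons, endothelium, fibroblasts, macrophages, neutrophils, lymphocytes, red blood cells, skeletal muscle, adipocytes and keratinocytes.

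Alternatives were Z-normalization over all probes, quantile normalization, neqc with an offset of 16, median centring with no scaling, the authors' processed values, a filter by group, no filter, an offset of 50, every probe, no cohort covariate, replicate number as a block, array quality weights, each cohort alone, camera with an estimated correlation, fry, PAGE, and leaving out each array. Exact permutation of the lists' means and a muscle score as covariate were added after seeing the data. Figures were drawn with matplotlib 3.10.9. The GO and pathway gene sets of the paper's enrichment tools, qRT-PCR, protein and tumor volume data were not used here.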

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

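Of the tests here, the exact permutation for Table S2 was chosen after the result was seen. Among 300 groups of 6 tumors, 17 had a tumor whose value stood apart from the other 5, where chance gives about 15. In MNF-treated tumor 1 these were B2m at 6.34 (Z-normalized log2 signal, as for the other genes here), RT1-A1 at 3.46, RT1-A2 at 3.23, RT1-T24-4 at 1.79, Tlr2 at -0.19 and the mean of the MHC class I list at 1.75. The mean correlation of that array with the others was 0.962. In MNF-treated tumor 5 they were Pkm at 0.45, Mtdh at 1.86 and Gad1 at -0.033. Abcb9 was at 0.996 in MNF-treated tumor 4 and Gja1 at 3.76 in MNF-treated tumor 6. In vehicle-treated tumor 5, Acat2 was at 3.71, Cd44 at 1.07, Dnajb1 at 3.001 and the mean of the heat shock list at 3.04. The quality weight of array vehicle 2 was 3.14.

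The cohorts differed by camera with a preset correlation in 9 lists and in Table S2, at an adjusted p = 0.0055 for DNA replication, 0.0127 for MHC class I, 0.00121 for the cAMP response, 1.80e-04 for cholesterol synthesis, 0.0322 for endoplasmic reticulum stress, 0.0127 for heat shock proteins, 0.025 for mitosis, 0.0127 for oxidative phosphorylation and 1.55e-08 for ribosomal proteins. Table S2 had p = 4.05e-09 with a preset correlation and p = 0.151 with an estimated correlation, beside an exact permutation p = 0.085 of its mean over both cohorts. With an estimated correlation the 9 lists had an adjusted p from 0.460 to 0.760. For Hspe1, a mitochondrial chaperonin, all MNF-treated tumors lay above the vehicle-treated ones in cohort 1 (log2 change 0.26) and below them in cohort 2 (-0.41), a difference of -0.67 that did not pass limma's adjusted p. The paper does not report on endoplasmic reticulum stress genes (mean log2 change 0.20) or ribosomal protein genes (0.11) in these arrays, and neither kept its call with an estimated correlation (adjusted p = 0.466 and 0.697).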

How the results depend on the processing

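The muscle score as covariate and the exact permutation of the lists' means were chosen after the result was seen. Arrays limit these results by their number, and only probes above background on every array entered. Mitosis, DNA replication, cyclins, endoplasmic reticulum stress and Table S2 kept their direction and their call by camera with a preset correlation in 13 of 13 other settings of the values or model and with each of 12 arrays left out (means without 1 array -0.358 to -0.216, -0.216 to -0.107, -0.174 to -0.109, 0.162 to 0.262 and -0.228 to -0.129). DNA repair kept its call in 9 of 13 settings and 9 of 12 arrays left out, and ribosomal proteins in 10 of 13 and 12 of 12. The settings share the same arrays. Of 100 drawn splits of the 12 tumors, 98 called at least 1 list by this test, so a kept call does not exclude chance. Of 21 lists, 0 passed with an estimated correlation, 0 with fry and 0 with exact permutation, while 12 passed with PAGE, 11 with Z-normalization over all probes and 11 with the authors' processed values. Table S2, at -0.18, had p = 0.0925 with an estimated correlation and exact permutation p = 0.085. The count at an unadjusted p under 0.05 was 1640 with no filter, where more probes were tested, and 400 with the muscle score. In cohort 1, 1 gene passed with array quality weights, 1 with cohort 1 alone and 2 with the muscle score. At the paper's thresholds, with its adjusted p read as an unadjusted p, 85 passed with array quality weights, while 0 passed an adjusted p under 0.05. The cause was not tested. In the other settings 1874 values of genes and lists kept direction and side of the threshold, 23 became stronger, 23 weaker and 49 reversed, and with 1 array left out these were 1668, 14, 3 and 55.

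Values that reversed, none past a test in the setting used throughout except the ribosomal list, were as follows (log2, cause was not tested). With Z-normalization over all probes, the matrix metalloproteinases and inhibitors list -0.0127, Cldn5 -0.0379, Esam -0.049, Plvap -0.0363. With the authors' processed values, the matrix metalloproteinases and inhibitors list -0.0129, Cldn5 -0.0379, Esam -0.0489, Plvap -0.0363. With no filter, Cldn5 -0.0379, Esam -0.049, Plvap -0.0363. With quantile normalization, the fibroblast and extracellular matrix markers list -0.00183, the ribosomal proteins list -0.00536, Ccnd1 -0.00486, Daglb 0.0267, Esam -0.00245, Mmp2 0.0173, Tlr2 0.00117. Under neqc, the fibroblast and extracellular matrix markers list -0.0107, the oxidative phosphorylation list -0.00762, the ribosomal proteins list -0.0131, Ccnd1 -0.0114, Cldn5 -0.0423, Daglb 0.0227, Esam -0.0558, Mmp2 0.0282. With median centring with no scaling, the fibroblast and extracellular matrix markers list -0.0405, the oxidative phosphorylation list -0.0509, Daglb 0.0205, Tlr2 0.0227. With a filter by group, the p53 targets list 0.00863. With an offset of 50, Mmp2 0.00107. With array quality weights, the fibroblast and extracellular matrix markers list -0.0467, Clu -0.0221, Esam -0.0276, Hspe1 0.00175, Plvap -0.0983, Pmp22 -0.0237. With the muscle score as covariate, the astrocyte markers list -0.00324, the fibroblast and extracellular matrix markers list -0.127, the oxidative phosphorylation list -0.0292, Acta1 -0.492, Cd44 0.0617, Cd68 -0.0235, Cldn5 -0.00803, Col3a1 -0.0711, Esam -0.0372, Ndrg2 -0.00438, Ramp2 -0.215. Acta1 is itself a gene of the muscle score. With that score in the model the changes of its genes average 0 by construction, so the reversal of Acta1 carries no information. The oxidative phosphorylation list passed below 0 with median centring (adjusted p = 0.0323) and above 0 with Z-normalization over all probes (0.041, adjusted p = 0.00747) and the authors' processed values (0.040, adjusted p = 0.00783).

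Of 124 named genes, 0 of which passed limma's adjusted p, 63 moved by over 1.5 times or changed sign with 1 array left out, 48 of them with the sign kept, such as Casp1 (0.11 to 0.43), Casp4 (0.17 to 0.55) and Casp12 (0.22 to 0.53). The count at the paper's thresholds, read as above, was then 0 to 2, at an unadjusted p under 0.05 371 to 783, in cohort 1 0 to 1, in cohort 2 0 to 171 and for the difference between cohorts 0 to 50 (both highest without vehicle-treated tumor 6), and called lists 6 to 9. The correlation of the cohorts was -0.191 to 0.0134 and the rank correlation -0.185 to 0.00984. Values that reversed without 1 array ran as follows, and the cause was not tested: the antigen presentation by MHC class I and immunoproteasome list -0.0734 to 0.182, the oxidative phosphorylation list -0.0134 to 0.0489, the proteasome list -0.00105 to 0.102, Cd44 -0.222 to 0.00634, Cldn5 -0.0118 to 0.126, Cnp -0.200 to 0.193, Plvap -0.0665 to 0.239, the cAMP and immediate early response list -0.0225 to 0.129, the fibroblast and extracellular matrix markers list -0.138 to 0.089, Cryab -0.0767 to 0.327, Daglb -0.0792 to 0.0435, Mmp2 -0.0769 to 0.067, Tlr2 -0.223 to 0.11, Esam -0.0296 to 0.12, the matrix metalloproteinases and inhibitors list -0.000915 to 0.0886, Clu -0.0938 to 0.375, Ndrg2 -0.0154 to 0.308, Pmp22 -0.0731 to 0.355, Ramp2 -0.141 to 0.428, Dnajb1 -0.253 to 0.0486, Mmp11 -0.291 to 0.0459.

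Replicate numbers do not pair the samples: deviations of same-numbered tumors correlated at 0.38, -0.033, -0.19, -0.086, -0.011 and 0.11, and 2 of 6 MNF-treated tumors were closest to the vehicle-treated tumor of their number. With the replicate block, 540 genes passed an unadjusted p under 0.05, 6 lists were called and 1 gene passed in cohort 1, and the block changed no other call. A slide block was not run, since the files used here name no slide.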

Differences from the paper's values

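The signed fold changes of Table S2 were compared over both cohorts for 87 genes, and 83 had the same sign. The other 4 differ in sign, each by less than the replicate SD of the log2 values. The paper's value is -1.07 for Uhrf2, and 1.03 was found here, with 11 of 11 alternatives fixed before the data were examined also differing. For Spin1 the paper's value is -1.00 and the value here 1.03, also differing under 11 of 11. For Psmd11 the paper's value is -1.04 and the value here 1.05, differing under 8 of 11 and not under quantile normalization, neqc or median centring with no scaling. For Csnk2a2 the paper's value is 1.01 and the value here -1.01, differing under 9 of 11 and not under median centring with no scaling or array quality weights.

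Of 11 genes of Fig. 4D, 3 differ in Z ratio by more than the replicate SD of the gene. The gaps of Mmp11, Casp1, Casp11 and Casp12 are wider than that of Cdkn3 but lie within the SD of these genes. Cdkn3 is at about -1.5 in Fig. 4D, read by eye, and its Z ratio here was -2.85, differing under 8 of 11 alternatives and not under quantile normalization, neqc or array quality weights, while its linear fold change was -1.37. Galnt3 is at about -1.4 in Fig. 4D, read by eye, against a Z ratio of -3.40, differing under 11 of 11, and its linear fold change was -1.45. Olig1 is at about -1.7 in Fig. 4D, read by eye, against -4.74, differing under 11 of 11, and its linear fold change was -1.68. On the scale of linear fold changes over both cohorts, none of the first 6 genes of the figure differs, with a mean absolute difference of 0.0865 from the values read by eye against 1.43 for Z ratios. For the last 5 genes, the Z ratios of cohort 2 over all probes lie closest, with a mean absolute difference of 0.0366 against 1.69 for Z ratios over both cohorts. Both scales were chosen after seeing the values. The variances of the 3 components printed in Fig. 4A lie within 1.5 times of those found here for either cohort.

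The paper states a pattern that separates the groups in the principal components of 6 tumors, 3 per group. Here the groups did not overlap on the second component of cohort 1 (MNF -0.646 to 14.6, vehicle -11.3 to -1.24). They overlapped on the first component of either cohort. A separation on a single component was not tested against chance. Treatment accounted here for 24.5% of the variance in cohort 1 (exact permutation p = 0.3) and 26.5% in cohort 2 (exact permutation p = 0.4), where 3 tumors against 3 cannot give a p below 0.10, and for 11.6% over all 12 tumors, a wider set (exact permutation p = 0.275). In the notes to Tables 1 and 2, which give Z scores of GO terms and gene sets, the paper states that the cohorts gave equivalent results. On a scale of the same kind the PAGE Z score of the mitosis list was -4.55 in cohort 1 and -8.42 in cohort 2, and that of the replication list -1.37 and -6.30. These lists are not the paper's gene sets, whose mitosis and DNA replication Z scores in Table 1 lie closer together between the cohorts. The paper's statement was therefore not tested on its own sets. Gene by gene, which the notes do not speak of, the changes correlated at r = -0.094, while 29 of 32 mitosis genes lay below 0 in both cohorts. For Olig1 and Sox4 it states a significant reduction, and here both were lower (log2 change -0.75 and -0.37) with limma's adjusted p of 0.499 and 0.676. The paper also reports both as lower by qRT-PCR, which was not used here. The caspases Casp1, Casp11 (Casp4) and Casp12 are stated as higher, and here this held over both cohorts (0.28, 0.38 and 0.34) and in cohort 2 but with the opposite sign in cohort 1 (-0.074, -0.15 and -0.094). Mmp11 is stated as lower, and here it lay below 0 over both cohorts (-0.16) with 0.10 in cohort 1, where its Z ratio over all probes was -0.26. Settings that call genes of the figure are array quality weights (Cdkn3, Galnt3 and Olig1 among 85 at the paper's thresholds with its adjusted p read as an unadjusted p, and 0 at an adjusted p under 0.05), leaving out MNF-treated tumor 1 (Galnt3, read the same way), leaving out vehicle-treated tumor 5 (Olig1, read the same way), and cohort 2 without vehicle-treated tumor 6 (Casp4, Ccna2 and Galnt3 among 171).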

Other observations

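Tests chosen after the result was seen are those of the mitosis list, of muscle and macrophage RNA for the caspases, of treatment and cohort for the muscle transcripts, and the splits for counts of 0. Lists not described at a claim did not pass camera's test over both cohorts in the setting used throughout, and where they passed in another it is given. MHC class I genes had a mean log2 change of 0.11 (15 of 22 measured, camera adjusted p = 0.374) and a median of -0.010, with 0.31 in cohort 1 and -0.089 in cohort 2, and -0.073 without MNF-treated tumor 1. RT1-A2 had 0.74, RT1-A1 0.57, RT1-T24-4 0.44 and B2m, the light chain, 0.31, all with MNF-treated tumor 1 apart from the others. Immediate early genes of the cAMP response had a mean of 0.064 (17 of 27 measured, camera adjusted p = 0.374), with 0.30 in cohort 1 and -0.17 in cohort 2, and Fos was at 0.50, Junb 0.21, Klf4 0.24 and Jun -0.25. The list passed without MNF-treated tumor 4 (0.13), and its mean was -0.023 without MNF-treated tumor 2. Cholesterol synthesis genes had -0.072 (18 of 24 measured, camera adjusted p = 0.17), with -0.23 in cohort 1 and 0.084 in cohort 2, and Sqle -0.19, Acat2 -0.14 and Hsd17b7 -0.18. They passed with no filter (-0.10), array quality weights (-0.11) and the muscle score (-0.14), and without MNF-treated tumor 6 (-0.10) or vehicle-treated tumor 4 (-0.11), with -0.035 without MNF-treated tumor 3. Adjusted over the list alone 1 cholesterol gene was lower, and 0 genes of the other lists of these paragraphs passed. Heat shock proteins had 0.18 (7 of 14 measured, camera adjusted p = 0.692), with 0.47 in cohort 1 and -0.10 in cohort 2, Hspb1 1.26 (standard error 0.73), Cryab 0.095 and Dnajb1 -0.089, and a mean of 0.10 without MNF-treated tumor 2 and 0.32 without vehicle-treated tumor 5. Astrocyte markers had 0.14 (6 of 14 measured, camera adjusted p = 0.208), with -0.086 in cohort 1 and 0.37 in cohort 2, Aldoc 0.23, Gja1 0.22, Clu 0.22 and Ndrg2 0.17. The astrocyte list passed with Z-normalization over all probes and the authors' processed values (0.19 in each), and its mean was -0.0032 with the muscle score, 0.012 without vehicle-treated tumor 4 and 0.22 without vehicle-treated tumor 6.

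Hypoxia and glycolysis genes had a mean of 0.10 (18 of 28 measured, camera adjusted p = 0.139), with Ldha 0.25, Pgk1 0.28 and Eno1 -0.39. They passed with Z-normalization over all probes and the authors' processed values (0.12 in each), array quality weights (0.23) and the muscle score (0.27), and without MNF-treated tumor 4 (0.15), MNF-treated tumor 6 (0.17) or vehicle-treated tumor 4 (0.25), and their mean was 0.030 without MNF-treated tumor 5. Interferon response genes had 0.12 (10 of 33 measured, camera adjusted p = 0.164), with Irf7 0.56, Igtp 0.18, Ifi44 0.17 and Gbp2 -0.16. They passed without MNF-treated tumor 3 (0.18) or MNF-treated tumor 5 (0.16), and their mean was 0.022 without MNF-treated tumor 1 and 0.016 with array quality weights. Housekeeping genes had 0.10 (8 of 13 measured, camera adjusted p = 0.215), with Actb 0.33, Ppia 0.22 and Ywhaz 0.12, and passed with Z-normalization over all probes and the authors' processed values (0.14 in each) and with every probe (0.13). Under PAGE the MHC class I, heat shock, astrocyte, hypoxia and interferon lists also passed. Fibroblast and matrix markers had 0.0060 (12 of 23 measured, camera adjusted p = 0.912) and a median of -0.035, with Col3a1 0.39 (0.14 without vehicle-treated tumor 4 and 0.60 without vehicle-treated tumor 5), Sparc 0.30, Fbn1 -0.29 and Fbln1 -0.27. Targets of p53 had -0.043 (7 of 22 measured, camera adjusted p = 0.489), with Sesn1 -0.32, Aen -0.18 and Ei24 -0.11. Lists with fewer than 5 measured members were MHC class II (RT1-DMa 0.38), myelin (Cnp -0.046 and Pmp22 0.13), endothelium (Cldn5 0.058, Esam 0.040, Plvap 0.049 and Ramp2 0.24), neurons (Eno2 0.24, Nefm 0.13, Map2 -0.071 and Gad1 -0.16), macrophages (Cd68 0.15, with 0.0097 without MNF-treated tumor 1, Tlr2 -0.013 and Cd14 -0.13), red blood cells (Hbb and Hba-a1) and skeletal muscle (Acta1 1.66 (standard error 1.08), with 0.56 without vehicle-treated tumor 4 and 2.39 without MNF-treated tumor 2, beside Myl1 and Tnnc2). In the list of beta-adrenergic and cannabinoid receptors only Daglb, a lipase and not a receptor, was measured (-0.0011). Of the adipocyte, keratinocyte, lymphocyte and neutrophil markers 0 were measured on every array. Adrb1, Cnr1 and Cnr2 were detected on 0 arrays, and Gpr55 has no named probe here. Ccnd1 was at 0.12 (standard error 0.10), with -0.0049 under quantile normalization and -0.011 under neqc. Mmp2, detected on 2 MNF and 3 vehicle arrays, was at -0.0022 (standard error 0.10) in the fit over all probes.

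Other splits of the 12 tumors do not exclude chance for the number of lists called or of genes at an unadjusted p under 0.05. Of 100 drawn splits, 69 called at least as many lists as the real one by camera with a preset correlation (6 real, highest other 13), and 16 gave as many genes at an unadjusted p under 0.05 (609 real, highest other 1573), a count that points to a structure among the tumors other than treatment. For a real count of 0 the comparison decides nothing, since every split reaches it. This holds over both cohorts at an adjusted p under 0.05 (100 of 100 splits, highest other 51) and at the paper's thresholds as read here (100 of 100, highest other 709), for the difference between cohorts (100 of 100, highest other 160), and within cohort 1 (10 of 10, highest other 1) and cohort 2 (10 of 10, highest other 0), where 10 splits are also too few for a share under 0.05.

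Lower mitosis genes on the MNF arrays may have several sources. The mean was -0.25 or lower under the 4 other normalizations, so the choice among these was not the whole cause. All of them adjust whole arrays, and the authors' processed values are also Z-normalized. A bias that these methods share is therefore not excluded. The muscle score as covariate brought the genes at an unadjusted p under 0.05 from 609 to 400. It left the mean at -0.23 with a standard error of 0.14 and the call by camera with a preset correlation in place. That test called at least 1 list in 98 of 100 drawn splits, and the standard error is wide against the mean. Skeletal muscle tissue, as the whole cause or a part of it, therefore stays open. Chance was not excluded (exact permutation p = 0.075 before adjustment over the lists), and an effect of MNF stays open as a hypothesis.

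Casp1, Casp4 and Casp12 had a mean change of -0.11 in cohort 1 and 0.77 in cohort 2, and chance was not excluded for the difference (exact permutation p = 0.105). With the muscle score the mean in cohort 2 was 0.71 with a standard error of 0.38. That standard error is too wide to tell whether muscle tissue was the whole cause, a part of it or none. More macrophage RNA in cohort 2 was not settled. The 3 measured markers of 25 listed, Tlr2, Cd14 and Cd68, were at -0.23, -0.28 and -0.034 there. Their mean was -0.18 (-0.36 to 0.054 without 1 array) against 0.77 for the caspases. Their mean signal was -0.17 in vehicle-treated tumor 5, against -1.00 and -0.75 in vehicle-treated tumors 4 and 6. Host macrophages are mouse cells and the probes are for rat, so these markers cannot decide the question. An effect of MNF in cohort 2 alone stays open as a hypothesis.

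Skeletal muscle transcripts differed widely between tumors, and muscle tissue in the samples may be the source, since all 5 listed muscle markers outside the score that were detected on at least 1 array (Tnnt3, Myl11, Tnnt1, Ckm and Tnni2) correlated above 0.8 with it. Of the 16 listed, another 3 were detected on 0 arrays and 5 have no named probe here. Host muscle, like host macrophages, is mouse tissue and the probes are for rat. How well the score follows the amount of muscle tissue is therefore not known. Cohort 2 lay 3.26 higher (exact permutation p = 0.03), and a treatment difference of 1.83 could not be told apart from chance (exact permutation p = 0.12). Across the 12 tumors the score correlated with the second principal component at r = 0.81 and rho = 0.85 (permutation p = 0.00219 and 0.00078, adjusted p = 0.00438 over 2 relations, r = 0.79 without the 2 farthest tumors). With the first component it correlated at r = 0.39 and rho = 0.40 (permutation p = 0.21 and 0.2). The genes of the score were among those that form the components, so part of these correlations is built in. The permutation did not keep tumors within their cohort, although the score differed between the cohorts. These p values therefore do not measure an independent relation.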
